# Changes in miRNA in the lung and whole blood after whole thorax irradiation in rats

**DOI:** 10.1038/srep44132

**Published:** 2017-03-17

**Authors:** Feng Gao, Pengyuan Liu, Jayashree Narayanan, Meiying Yang, Brian L. Fish, Yong Liu, Mingyu Liang, Elizabeth R. Jacobs, Meetha Medhora

## Abstract

We used a rat model of whole thorax x-ray irradiation to profile the microRNA (miRNA) in lung and blood up to 4 weeks after radiation. MiRNA from normal and irradiated Wistar rat lungs and whole blood were analyzed by next-generation sequencing and the changes by radiation were identified by differential deRNA-seq 1, 2, 3 and 4 weeks after irradiation. The average total reads/library was 2,703,137 with a mean of 88% mapping to the rat genome. Detailed profiles of 100 of the most abundant miRNA in rat blood and lung are described. We identified upregulation of 4 miRNA, miR-144-5p, miR-144-3p, miR-142-5p and miR-19a-3p in rat blood 2 weeks after radiation that have not previously been shown to be altered after radiation to the lung. Ingenuity Pathway Analysis identified signaling of inflammatory response pathways. These findings will support development of early detection methods, as well as mechanism(s) of injury and mitigation in patients after radiotherapy or radiological accidents.

## Radiation lung injuries

Radiation-induced lung injury is characterized by acute pneumonitis and chronic fibrosis^1^,^2^,^3^ both of which can be lethal. Acute pneumonitis in humans develops within the first 2 to 3 months after irradiation, while chronic pulmonary fibrosis manifests months or even years later^3^. We have developed a rat model of whole thoracic radiation by X-rays to induce pneumonitis from 6–12 weeks post exposure and pulmonary fibrosis after 30 weeks^4^,^5^. We and others showed early treatment with mitigators like angiotensin converting enzyme (ACE) inhibitors, enhances survival and improves lung function after radiation^6^,^7^,^8^,^9^,^10^. In fact the ACE inhibitor enalapril can be started 5 weeks after radiation to mitigate pneumonitis and fibrosis^9^. However, in the event of a radiological accident or attack, it will remain challenging to determine who to treat since accurate dosimetry may not be possible. In addition, sensitivity to radiation may vary between people. Therefore development of biomarkers to predict injuries after radiation but before symptoms develop has become an important area of research.

## Changes in miRNA associated with irradiated lungs

Circulating miRNA biomarkers have been reported in many diseases including those involving the lungs^11^. Since miRNA in circulating blood is considered to be a non-invasive measurement and can be an indication of specific disease conditions, circulating miRNA may be considered for development of biomarkers. Changes in miRNA after radiation have been reported in lung cancer patients undergoing radiotherapy in the clinic^12^. But, analysis of miRNA changes that may occur after a radiological accident or terrorism attack is not feasible in humans. Information about miRNA changes in the lung after radiation will facilitate a better understanding of the mechanism(s) of injury as well as identify molecular targets for therapy. Animal models have been used for such studies^13^,^14^. In a mouse model, Jacob *et al*. identified differentially expressed serum miRNAs 24–72 hours after total body irradiation^13^. MiRNA expression was studied using the nanostring nCounter multiplex platform, which is capable of detecting approximately 600 mouse specific miRNAs. Recently Xie *et al*. reported lung miRNA expression in response to radiation-induced lung injury in rats. Lung miRNA was evaluated with microarrays (387 miRNAs) at 3, 12 and 26 weeks. However, miRNA profiles from blood or tissues that can be obtained by minimally invasive methods (such as body fluids) were not investigated in this study^14^.

Therefore the aims of the current project were: (1) to provide comprehensive profiles of the lung and blood miRNA in rats by next-generation sequencing to detect molecular changes by radiation; (2) to look for circulating miRNAs in whole blood to develop candidate biomarkers for radiation injuries. MiRNA changes were analyzed weekly up to 4 weeks after radiation, which is one week before we can intervene to mitigate pneumonitis with an ACE inhibitor^9^, and months before pulmonary fibrosis develops.

## Results

### Total profile of miRNA from lung and blood

Total RNA was used to generate small RNA libraries (n = 36) by size selecting for miRNA (Table 1 and Methods). Each library contained miRNA pooled from 3 rats and a total of 3 libraries were analyzed for each time point 1, 2, 3 and 4 weeks after irradiation. Separate libraries were prepared from blood and lung, each represented by 9 rats/time point. 

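Small RNA was sequenced from whole blood and from lung of female WAG/RijCmcr rats after 0 Gy or after 15 Gy of X-rays to the whole thorax. Each tissue has 6 groups of 3 libraries, 0 Gy at 1 week, 0 Gy at 4 weeks, and 15 Gy at 1, 2, 3 and 4 weeks. The sample labels give 3 rats per group, where the paper gives 9 rats in pools of 3, and n counts libraries. The authors trimmed the reads, mapped them to miRBase with Bowtie and predicted new miRNAs with miRanalyzer from reads left over. The deposited values are the authors' raw read counts for 947 miRNAs in each of the 36 libraries. In blood, the total count per library was 1725584 to 2172822 (median 2147559) at 0 Gy 1 week and 2046544 to 2340177 (median 2077913) at 0 Gy 4 weeks. After 15 Gy it was 1750541 to 2244930 (median 1899899) at 1 week, 1156407 to 1772398 (median 1758007) at 2 weeks, 1818631 to 2077033 (median 2015032) at 3 weeks and 1642035 to 1880587 (median 1716244) at 4 weeks. In lung, it was 11621 to 1523909 (median 964989) at 0 Gy 1 week and 1682183 to 3807051 (median 2013989) at 0 Gy 4 weeks. After 15 Gy it was 372932 to 1869051 (median 1491401) at 1 week, 239592 to 1680675 (median 729051) at 2 weeks, 8132 to 1567653 (median 1047462) at 3 weeks and 258078 to 2353538 (median 883126) at 4 weeks. The lung libraries with 11621 counts (0 Gy 1 week replicate 3) and 8132 counts (15 Gy 3 week replicate 3) were kept. Table 1 gives total reads, with the paper's mean of 2703137 per library, and the values here use the deposited counts. For 34 libraries these equal the columns of Supplementary Table 1 in the same place. The columns of 0 Gy 1 week replicate 1 and 15 Gy 1 week replicate 2 in blood stand there under each other's library number, and the labels of the deposited counts were used. Counts were scaled with TMM and tested with the quasi-likelihood test of edgeR over the 18 libraries of a tissue, for the 289 miRNAs in blood and 499 in lung that passed the filter of edgeR on low counts. An adjusted p under 0.05 (Benjamini-Hochberg) passed. Weeks 1 and 2 were compared with 0 Gy at 1 week, and weeks 3 and 4 with 0 Gy at 4 weeks. Levels are CPM after TMM scaling, as mean ± SD over libraries. Intervals of log2 fold changes come from the standard error of the edgeR test, and only floors are limited to counting error. On simulated counts made for the 2 week comparison, the test found 22.4% of 2-fold and 72.7% of 4-fold changes in blood, and 4.69% and 48.4% in lung. There, 200 miRNAs were made to change by 2-, 4- or 16-fold, with 336 miRNAs tested in blood and 502 in lung. With so many changes the adjusted threshold is easier to pass, so these shares may be too high where few miRNAs change.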

The average total reads/library was 2,703,137. The average total unique reads/library was 54,268. The percent reads that mapped to the rat genome^15^ ranged from 64.7 to 98.9%, with a mean of 88%. Detailed data are shown in Table 1. 

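Whole blood held counts for fewer miRNAs than lung. In blood, 645 miRNAs had at least 1 count in some library, with 365 to 488 per library (n = 18). In lung, 860 had at least 1 count, with 179 to 751 per library (n = 18). miRNAs listed as new took 2.10 ± 0.93% of the counts of a library in blood and 47.7 ± 8.56% in lung (SD, n = 18 each). By the file's own classes, the new miRNAs are 238 of the class genome, 75 of fastgenome, 45 of homolog and 15 of fasthomolog. No test was made between the tissues, which differ in depth per library. The share of new miRNAs in lung may include reads counted in more than 1 place.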

A total of 947 miRNAs were identified by the next generation sequencing and 458 of them were mature unique miRNAs that have been identified in rats while 116 were homologous unique miRNAs that have been identified in other species. Another 373 miRNA were considered as new miRNA (Supplemental Table 1) that have not been previously described.

We chose to follow abundantly expressed miRNAs that had more than ~100 reads in blood and ~1000 reads in lung of the control rats (Table 2). 

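In blood of the 6 control libraries, 116 miRNAs had a mean count above 100. The 113 with the highest means held 99.8% of all counts, and the mean count at rank 113 was 116. These 113 are 59 known rat miRNAs, 12 homologs of miRNAs from other species and 42 new ones. In lung of the 6 control libraries, exactly 113 miRNAs had a mean count above 1000. They held 96.6% of all counts, with a mean of 1019 at the lowest rank, and are 60 known rat miRNAs, 6 homologs and 47 new ones. The ranks are by the mean read count over the 6 libraries, without a test.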

With these thresholds, we identified 113 most expressed miRNAs in blood and lung of control rats (0 Gy) (Table 2). Among these miRNA, 43 of them from blood and 47 of them from lung were identified as new miRNAs (Table 2). 

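In blood, the new miRNAs among the top 113 held 1.53% of the counts of control rats, and in lung they held 49.4%. The lung share may include reads counted in more than 1 place. A new miRNA on chromosome 18 of rn4 had the highest mean count in lung, 12.5% of all counts, and another that lies inside it had 12.4%. Across lung libraries the counts of the first followed those of miR-143-3p, which is abundant in smooth muscle, at a median ratio of 1.19 (SD of the log2 ratio 0.10, n = 18). A new miRNA on chromosome 1 followed miR-150-5p, a miRNA of lymphocytes, at a median ratio of 1.06 (SD of the log2 ratio 0.06, n = 18). One on chromosome 10 followed miR-21-5p, a miRNA of injury and inflammation, at 0.990 (SD of the log2 ratio 0.09, n = 18). The places are those of the file's names, and the annotation of these places was not analysed here. The miRNAs with these ratios were chosen after their counts were seen.

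**Figure D1:**
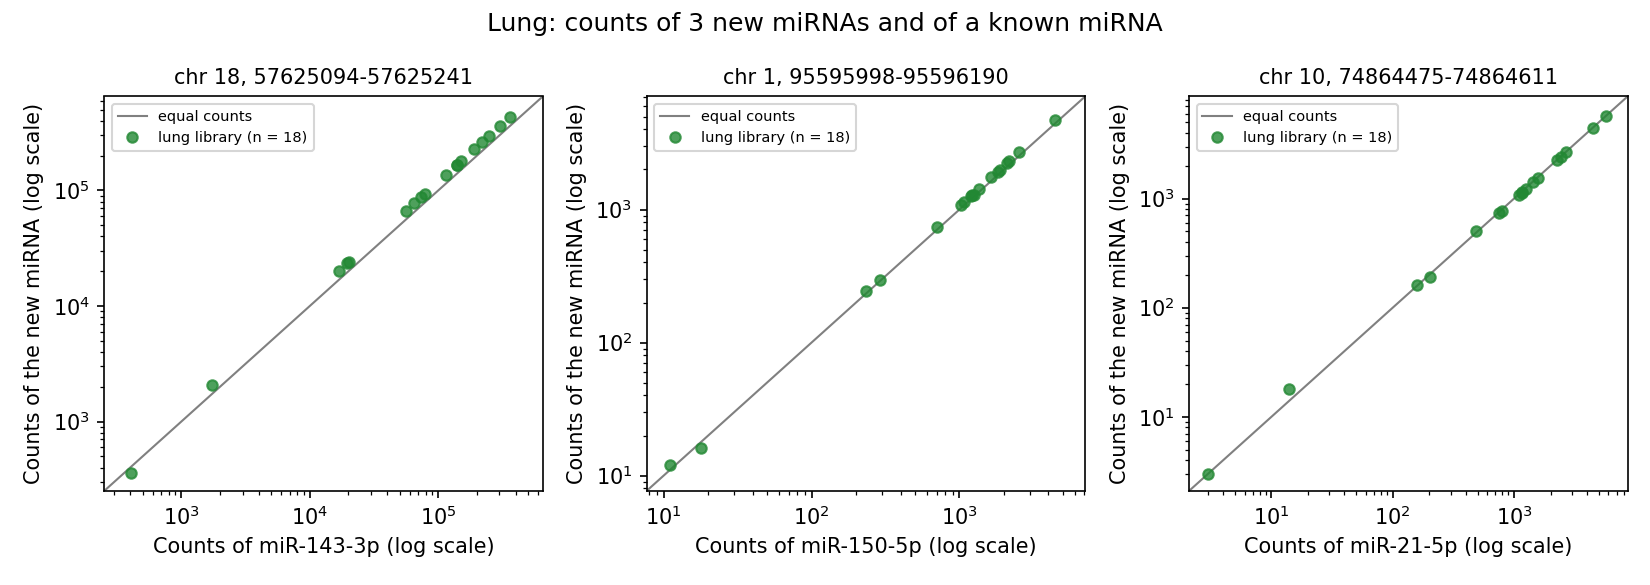
Read counts of 3 new miRNAs against those of a known miRNA in the 18 lung libraries, both axes on a log scale, 1 point per library. The line marks equal counts, and the points lie along it, at median ratios of 1.19, 1.06 and 0.990.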

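Of the 57 known rat miRNAs with the highest mean counts in control rats, 36 were the same in blood and lung. The new miRNAs and homologs were left out of these ranks. They rest on the mean read counts of 6 libraries per tissue without scaling, so that deeper libraries weigh more.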

In both lung and blood, 57 of the top 113 detected miRNAs were mature unique miRNAs (Fig. 1). Top 20 miRNA from lung and blood are shown in Table 3 along with results from other studies. 

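Blood and lung shared 11 of their 20 most counted known rat miRNAs. In blood of control rats, miR-92a-3p of the miR-17-92 cluster took 1.20% of the counts (25064 ± 8720 counts, SD, n = 6), and miR-191a-5p took 0.971%. The red cell miRNA miR-16-5p took 0.601%, miR-3596a 0.404%, miR-26a-5p 0.374%, miR-25-3p 0.362% and the red cell miRNA miR-451-5p 0.248%. A new miRNA on chromosome 8 (123981613 to 123981719) with 0.440% and the homolog bta-miR-26c with 0.416% also stood among the 10 highest of all miRNAs in blood. In lung of control rats, miR-143-3p of smooth muscle led the known miRNAs with 10.4% (174207 ± 138569 counts, SD, n = 6), before miR-10a-5p with 5.09%. miR-26a-5p took 2.18%, miR-30a-5p 2.12%, miR-3596a 1.92%, miR-99b-5p 1.69% and miR-486-5p 1.68%. The 10 highest of all miRNAs held 96.6% of the counts in blood and 54.2% in lung, where reads may be counted in more than 1 place. Percents are of the summed mean counts over the 6 control libraries of a tissue.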

The results from bovine blood^16^ were derived by a similar protocol as the rat blood, miRNA-seq. The rat lung miRNA in the previous study^17^ was obtained from a microarray and not by sequencing and so could be expected to show differing results. Since there was a large fold difference in expression of rno-miR-486-5p and 451-5p in rat blood but not bovine blood, we carried out RT-qPCR for a sub-set of the top 10 miRNA in whole rat blood without amplification or any additional experimental intervention. 

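In blood of control rats, both miR-486-5p and miR-451-5p are miRNAs of red blood cells, and their counts differed by a ratio of 633 ± 715 (SD, n = 6 libraries). The ratio ranged from 266 to 2082 between libraries and was 369 between the mean counts. The ratio of miR-486-5p was 114 ± 59.4 to miR-191a-5p, the reference of the RT-qPCR, 278 ± 279 to miR-16-5p of red cells, and 84.5 ± 29.6 to miR-92a-3p (SD, n = 6 each). In lung, the ratio of miR-486-5p to miR-451-5p was 515 ± 592 (SD, n = 6). The SD is as large as the mean for miR-451-5p and miR-16-5p, so that single libraries set these means. From the size of the ratio in rat blood beside that in bovine blood, the paper goes on to RT-qPCR without amplification, and proposes that amplification can alter the ratios of miRNAs.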

Amplification has the potential to alter ratios of expressed miRNA during library preparation. Expression of miR-486-5p by RT-qPCR was in the same range as miR-451-5p suggesting reads for miR-486-5p were detected at a much higher ratio by miRNA-seq in rat blood. The expression of miR-486-5p by RT-qPCR was found to be 9.5 fold higher than that of miR-191-5p in rats. Though miR-16-5p was not among the top 10 miRNA in bovine blood^16^ but is abundant in human erythrocytes^17^, we checked expression by RT-qPCR and found it was also in the same range as miR-451-5p and 486-5p.

### Changes in miRNA profile by radiation

The numbers of the miRNA changed after radiation in blood and lung at different time points from 1 week to 4 weeks are shown in Table 4. The total reads we identified in the lung were more than those in the blood. 

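The 18 blood libraries held 34242343 counts and the 18 lung libraries 22504433. One miRNA of red blood cells, miR-486-5p, makes up most of the first sum. Without it, 3484787 counts remained in blood and 22046682 in lung. The total reads that the paper's Table 1 lists sum to 67385637 in blood and 29927309 in lung. The counts are reads assigned to the 947 miRNAs, and no test was made between the tissues. In lung, reads may be counted in more than 1 place. New miRNAs whose counts follow a known one held 40.7% of the counts in the 16 lung libraries of ordinary depth.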

At 1, 2 and 3 weeks the lung was found to have more miRNAs that were changed by radiation than blood (62 vs. 2; 24 vs. 13; 22 vs. 5 increase at 1, 2 and 3 weeks respectively; 40 vs. 3; 16 vs. 3; 64 vs. 15 decrease at 1, 2 and 3 weeks respectively). However, numbers of miRNA changed at 4 weeks after radiation were similar in lung and blood (4 vs. 5 increase and 8 vs. 10 decrease). 

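Adjusted over all miRNAs tested, no known rat miRNA passed in lung or in blood at 1, 2 or 3 weeks after 15 Gy. In a separate fit of the known rat miRNAs alone, edgeR called 6 in lung at 1 week. In blood, 1 new miRNA on chromosome 19, whose counts follow miR-27a-3p in other libraries, passed at 1 and at 2 weeks. It had 0 counts in the 3 libraries of 0 Gy at 1 week, and 30.8 ± 14.9 CPM at 1 week and 33.1 ± 5.49 at 2 weeks after 15 Gy (SD, n = 3 each). This is at least 48.4-fold and at least 50.6-fold higher, against a floor of 3 counts over the control group. The same new miRNA had 35.8 ± 3.66 CPM (SD, n = 3) in blood of unirradiated rats at 4 weeks, at least 55.8-fold above the other control. Among the known rat miRNAs in lung at 2 weeks, the smallest p belonged to miR-1249 (log2 fold change 1.99, SE 0.65) and miR-6328 (2.32, SE 0.77). These had an adjusted p of 0.703 from edgeR. In lung at 3 weeks, miR-375-3p, a miRNA of neuroendocrine cells, had a log2 fold change of -1.62 (SE 0.52), and its level was 6766 ± 5153 CPM in 0 Gy lung at 4 weeks and 2288 ± 428 at 1 week (SD, n = 3 each). miR-451-5p of red cells had a log2 fold change of 2.66 (SE 0.90), at 516 ± 763 CPM after 15 Gy (SD, n = 3), and one of 0.246 (SE 0.33) without the libraries of very low depth. Both had an adjusted p of 0.574 from edgeR. All 6 tested red cell miRNAs had positive values at 3 weeks (adjusted p = 0.0565 from camera, and 0.631 with an estimated correlation), and lung 15 Gy 3 week replicate 3 held 48.1% of its counts in miR-486-5p. The let-7 family passed camera in lung at 2 weeks, with 5 of 7 members negative and a median log2 fold change of -0.46 (adjusted p = 0.0254), but not with an estimated correlation (adjusted p = 0.993). Of 499 miRNAs tested in lung, edgeR called 0 in each of these weeks, at unadjusted p under 0.05 it gave 32 up and 20 down, 24 up and 2 down, and 12 up and 27 down, where chance gives 24.95 in all. DESeq2 called 6 up and 0 down, 3 up and 3 down, and 3 up and 1 down in lung. Of 289 miRNAs tested in blood, edgeR called 1 up, 1 up and 0. At unadjusted p under 0.05 there were 12 up and 6 down, 13 up and 21 down, and 17 up and 26 down in blood, where chance gives 14.45 in all. DESeq2 called 2 up and 4 down, 3 up and 8 down, and 0 up and 4 down. With both blood libraries whose numbers differ in Supplementary Table 1 exchanged, edgeR called 0 at 1 and 0 at 2 weeks in blood. Whether the tissues differ in these counts was not tested.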

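At 4 weeks, the inflammation miRNAs were higher in irradiated lung as a group. All 5 tested members of this list had a positive log2 fold change, with a median of 0.88. miR-146a-5p, a brake on NF-kB signaling, had 2664 ± 698 CPM after 15 Gy and 949 ± 361 in 0 Gy lung (SD, n = 3 each), a log2 fold change of 1.49 (SE 0.47). Its relative miR-146b-5p had 27565 ± 6836 and 12048 ± 3774 CPM, a log2 fold change of 1.19 (SE 0.33). miR-21-5p had a log2 fold change of 0.71 (SE 0.44), miR-132-3p one of 0.88 (SE 0.56) and miR-223-3p of myeloid cells one of 0.25 (SE 0.49). Outside the list, values went both ways. miR-142-5p of leukocytes had a log2 fold change of 1.34 (SE 0.51). miR-100-5p at 1.81 (SE 0.77) and miR-99a-5p at 1.65 (SE 0.77) lay above each member of the inflammation list. miR-143-3p of smooth muscle was at -1.10 (SE 0.53) and miR-375-3p at -1.47 (SE 0.51). The fall of miR-375-3p depends on the control, since against the other control group, 0 Gy at 1 week, it was at 0.0930. miR-143-3p, like miR-375-3p, had a positive log2 fold change between the 0 Gy lung groups, at 4 weeks against 1 week. Each of these miRNAs outside the list had an adjusted p of 0.453 from edgeR, as did miR-146a-5p and miR-146b-5p of the list. The list passed camera at an adjusted p of 0.00224, and of 0.034 with an estimated correlation, and it was the only list at 4 weeks in lung to do so. These values are adjusted over the lists of this comparison alone, while 203 pairs of list and comparison were tested. Adjusted over the list alone, 2 members passed, miR-146a-5p and miR-146b-5p. Among the lung epithelial miRNAs, 1 of 11 passed when adjusted over the list alone, miR-183-5p (log2 fold change 1.47, SE 0.43). miR-127-3p, of the imprinted Dlk1-Dio3 region, had the smallest adjusted p of the known miRNAs (0.0759 from edgeR), at a log2 fold change of -1.57 (SE 0.33) and 263 ± 94.4 CPM against 783 ± 207 (SD, n = 3 each). In a separate fit of the known rat miRNAs alone, edgeR called 4 in lung at 4 weeks. Over all 499 miRNAs in lung and 289 in blood, it called 0 in either tissue. At unadjusted p under 0.05 it gave 20 up and 28 down in lung and 12 up and 10 down in blood. DESeq2 called 7 up and 4 down in lung, with miR-146a-5p and miR-146b-5p among the first and miR-127-3p among the second, and 0 up and 4 down in blood. Without lung 15 Gy 4 week replicate 1, the inflammation list had an adjusted p of 0.0595 from camera.

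**Figure D2:**
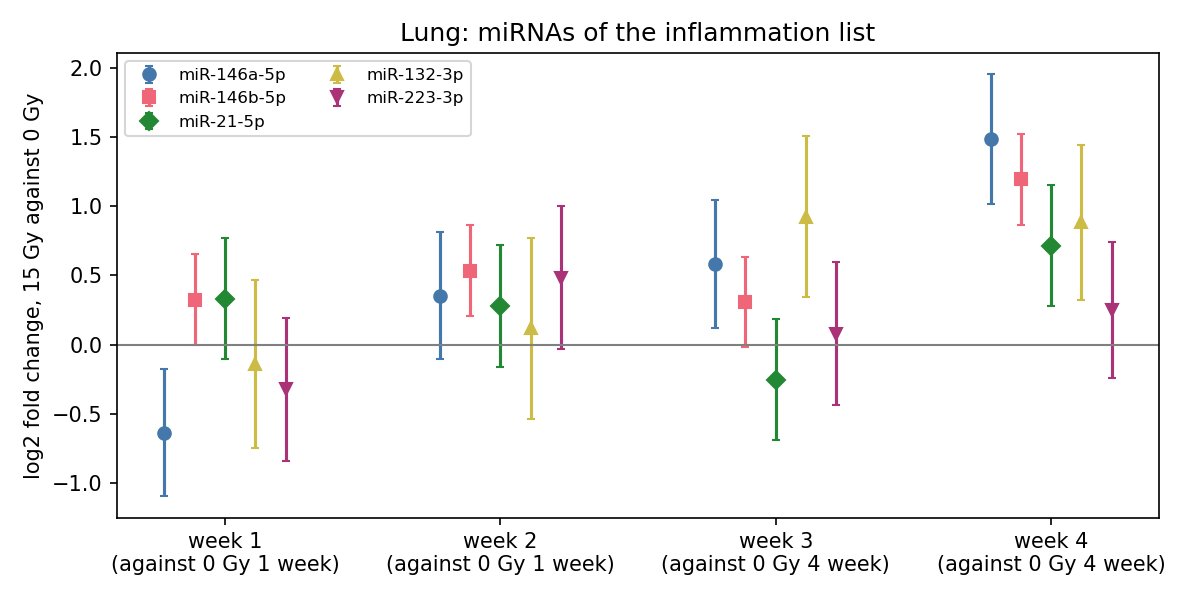
Log2 fold change of 5 inflammation miRNAs in lung at 1, 2, 3 and 4 weeks after 15 Gy against 0 Gy, with bars of 1 standard error, from edgeR (n = 3 libraries per group). At 4 weeks all 5 points lie above 0, with miR-146a-5p at 1.49 and miR-146b-5p at 1.19.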

Some miRNA remained changed at more than one time-point after radiation. The numbers of the changes with overlaps at different time points of the same miRNA are also listed in the Table 4. 

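In lung, 18 miRNAs had an unadjusted p under 0.05 upward at both 1 and 2 weeks. Of these, 7 are known rat miRNAs, miR-423-5p, miR-702-3p, miR-1249, miR-6328, miR-664-3p, miR-532-3p and let-7b-3p. None was shared downward at these weeks. At 3 and 4 weeks, 5 were shared upward and 9 downward, with miR-127-3p, miR-375-3p, miR-92a-3p and miR-3570 among the latter. Downward, 2 were shared by weeks 1 and 3 and 0 by weeks 2 and 3. In blood, 10 were shared upward at 3 and 4 weeks, among them miR-103-3p, miR-140-5p, miR-374-5p and miR-421-3p. At 2 and 3 weeks, 11 were shared downward in blood, among them miR-150-5p, miR-18a-3p, miR-351-5p, miR-423-3p and miR-423-5p, and these weeks were compared with different controls. Part or all of the excess at weeks with the same control may come from the shared control libraries, and from new miRNAs that follow known ones and are then counted more than once. Unrelated lists would share 1.54 of the lung miRNAs upward at 1 and 2 weeks, and simulated unchanged groups with a shared control shared 4.5 on average and at most 10. For lung at 3 and 4 weeks, these numbers are 0.481, 3.74 and 9 upward, so that the 5 shared lie within what the shared control gives, and 1.52, 2.29 and 7 downward. They are 0.706, 2.5 and 8 for blood upward at 3 and 4 weeks, and for blood downward at 2 and 3 weeks 1.89, 0.39 and 2. The simulated miRNAs vary independently of each other, which the miRNAs counted need not do. Over all tested miRNAs, the log2 fold changes in lung correlated between 1 and 2 weeks at r = 0.365, below the 0.544 of the simulated unchanged groups, and between 3 and 4 weeks at 0.602 against 0.459. In blood these were 0.435 against 0.486 and 0.652 against 0.463. At an adjusted p under 0.05 from edgeR, no miRNA was shared between weeks in lung. In blood only the new miRNA on chromosome 19 was, upward at 1 and 2 weeks. DESeq2 called 6 miRNAs in 2 or more weeks in lung and 5 in blood.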

The most overlap of the upregulated miRNA in lung was at 1 and 2 weeks, with an overlap of 11 miRNAs, while 10 miRNAs at 2 weeks and 11 at 3 weeks were also decreased at 1 week.

### Identification of circulating miRNA altered by radiation

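In blood at 2 weeks, the smallest unadjusted p among the known miRNAs belonged to miR-18a-3p, miR-150-5p, miR-484, miR-142-5p and miR-142-3p, all at an adjusted p of 0.218 from edgeR. miR-18a-3p of the miR-17-92 cluster had a log2 fold change of -1.30 (SE 0.38), and miR-484 one of -0.998 (SE 0.30), from 53.2 ± 17.1 CPM in 0 Gy blood at 1 week to 26.5 ± 2.78 (SD, n = 3 each). At 3 weeks, miR-374-5p had a log2 fold change of 1.48 (SE 0.41, adjusted p = 0.289 from edgeR), and miR-351-5p one of -1.38 (SE 0.42, adjusted p = 0.289). miR-423-5p had -1.26 (SE 0.47) and miR-501-3p -1.56 (SE 0.57) at 3 weeks, both at an adjusted p of 0.319 from edgeR. None of these passed the test of edgeR. With DESeq2, miR-142-3p and miR-142-5p were called upward and miR-484, miR-423-3p, miR-486-5p and miR-150-5p downward at 2 weeks. Scaling by library totals alone turned the value of miR-484 at 2 weeks to 0.27 and that of miR-18a-3p to 0.01, and moved the median of all miRNAs at 2 weeks from 0.05 to 1.17.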

Since the most miRNA changes after radiation in whole blood were shown to be at 2 weeks (13 increased) and 3 weeks (15 decreased) (Table 4), we focused on the 2-week time point to develop circulating miRNA markers. MiRNAs with statistical significance based on read counts from the blood libraries (p < 0.05 between 15 Gy at 2 weeks and 0 Gy at 1 week on the reads) were further tested by RT-qPCR (Fig. 2a). 

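Of the 9 miRNAs of Fig. 2a, 7 had a positive log2 fold change in blood at 2 weeks. miR-142-5p, made in white blood cells, had 334 ± 114 CPM after 15 Gy and 92.5 ± 15.8 in 0 Gy blood at 1 week (SD, n = 3 each), a log2 fold change of 1.85 (SE 0.58). miR-142-3p, from the same precursor, had 91.6 ± 18.1 and 36.1 ± 5.93 (SD, n = 3 each), a log2 fold change of 1.34 (SE 0.43). The red cell pair miR-144-3p and miR-144-5p had 194 ± 27.7 against 75.3 ± 43.3 and 278 ± 80.4 against 101 ± 26.8 CPM (SD, n = 3 each), log2 fold changes of 1.37 (SE 0.64) and 1.46 (SE 0.64). miR-19a-3p of the miR-17-92 cluster had 9.66 ± 6.12 against 2.94 ± 1.72 CPM (SD, n = 3 each), a log2 fold change of 1.60 (SE 0.97). miR-30e-5p had a log2 fold change of 0.99 (SE 0.45) and miR-340-5p one of 1.49 (SE 0.73). miR-92a-3p, with 7518 ± 2261 against 15254 ± 2125 CPM (SD, n = 3 each), had one of -1.02 (SE 0.35). Over all 289 miRNAs tested, none of the 9 passed in edgeR (adjusted p from 0.218 to 0.497). At an unadjusted p under 0.05, 5 were up and 2 down. Adjusted over the list alone, 4 passed, miR-142-5p and miR-142-3p upward and miR-486-5p and miR-92a-3p downward. The study chose this list on these libraries, so this count is not independent evidence. DESeq2 called miR-142-3p, miR-142-5p and miR-486-5p. For miR-142-5p, miR-142-3p, miR-144-3p, miR-144-5p, miR-19a-3p and miR-340-5p, every irradiated library lay above every control library, which happens by chance in 10% of arrangements in 1 direction or the other. The exact permutation p is then 0.1 (n = 3 each), the smallest that 3 against 3 allow, and for miR-30e-5p it is 0.2. Scaling by library totals alone turned miR-92a-3p to 0.16. From miRNAs that differed in read counts, the paper reasons on to RT-qPCR, and it looks at increases because a decrease may reflect the fall in circulating blood cells.

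**Figure D3:**
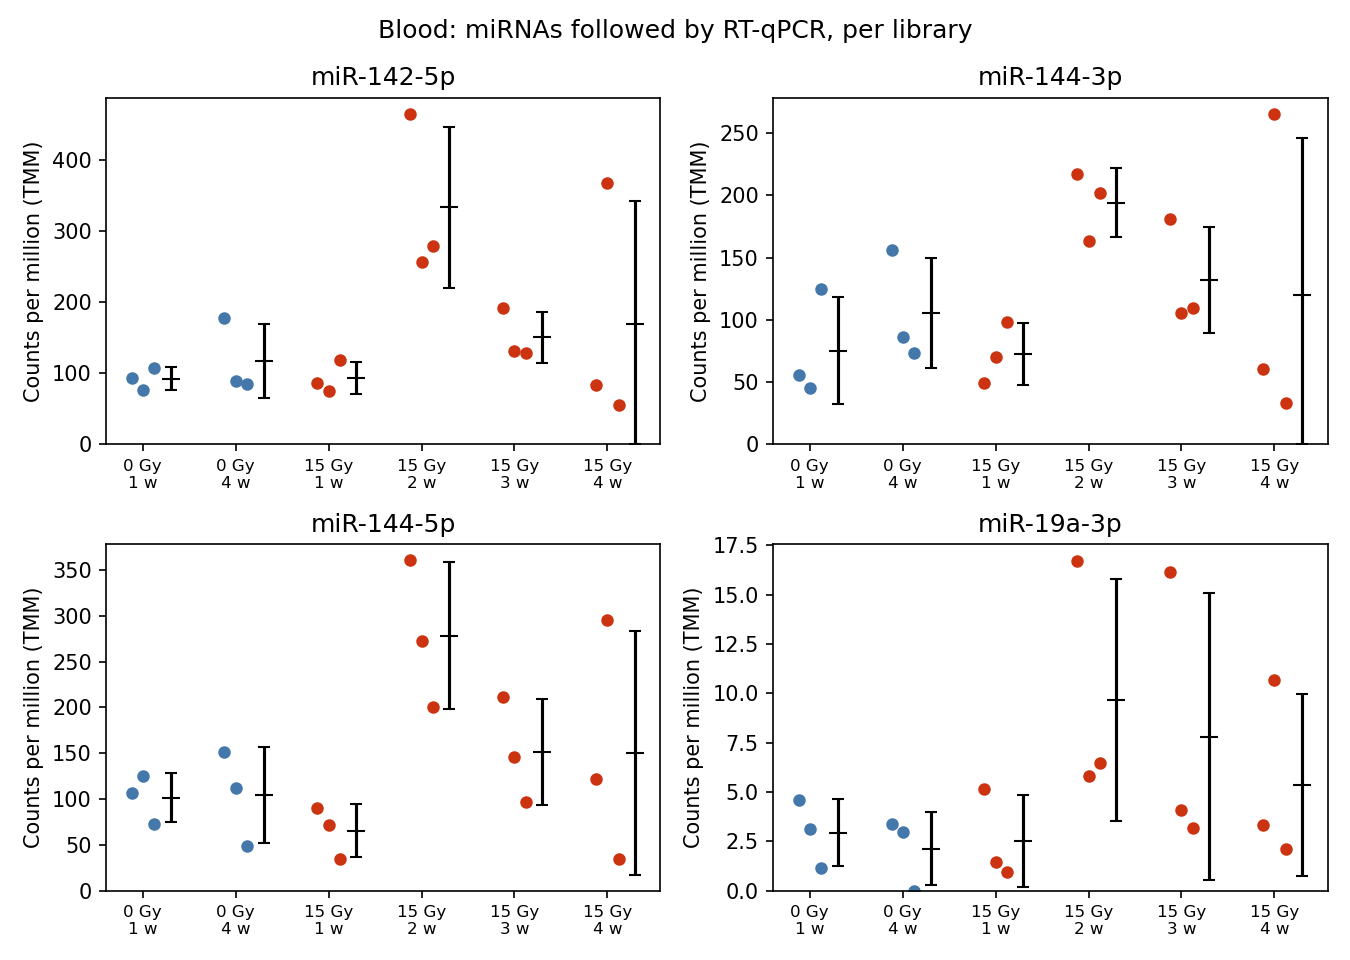
CPM after TMM scaling of miR-142-5p, miR-144-3p, miR-144-5p and miR-19a-3p in blood, by dose and week, 1 point per library (n = 3 per group). Black bars give mean ± SD, and the lower end stops at 0. At 2 weeks after 15 Gy, each library lies above those of 0 Gy at 1 week in all 4 panels.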

We focused on miRNA that increased after radiation since a decrease in miRNA may reflect the fall in circulating blood cells at 2 weeks. We verified the up regulation of these 4 miRNAs, which are miR-142-5p, 144-3p, 144-5p and 19a-3p by radiation (Fig. 2a). We also tested miRNAs by RT-qPCR that were reported by others to change after radiation^13^ and confirmed miR-150-5p was down regulated and miR-21-5p^18^ was up regulated by radiation (Fig. 2b). 

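In blood at 2 weeks, miR-150-5p, a miRNA of mature lymphocytes, had 18.2 ± 5.18 CPM after 15 Gy and 119 ± 127 in 0 Gy blood at 1 week (SD, n = 3 each). This is a log2 fold change of -2.70 (SE 0.79). miR-21-5p, a miRNA linked to injury and inflammation, had 454 ± 118 CPM after 15 Gy and 255 ± 137 in 0 Gy blood (SD, n = 3 each). This is a log2 fold change of 0.83 (SE 0.45, 95% interval -0.06 to 1.72). Neither passed over all 289 miRNAs in edgeR, at adjusted p of 0.218 and 0.469. Adjusted over the list of lymphocyte miRNAs alone, miR-150-5p had an adjusted p of 0.0129, and DESeq2 called it (adjusted p = 0.0149). Each irradiated library lay below each control library for miR-150-5p (exact permutation p = 0.1, n = 3 each, the smallest that 3 against 3 allow), and for miR-21-5p the exact permutation p was 0.2 (n = 3 each). The raw read counts of miR-150-5p were 46 ± 7.55 after 15 Gy and 132 ± 86.3 at 0 Gy, and those of miR-21-5p were 1149 ± 92.2 and 455 ± 344 (SD, n = 3 each), the latter from 767, 512 and 86 in the libraries labelled 0 Gy 1 week. With a pair of blood libraries of which the labels are in doubt exchanged, a setting chosen after the values were seen, miR-21-5p was at 1.24 in edgeR (SE 0.47, adjusted p = 0.160) and at 1.29 in DESeq2 (adjusted p = 0.0451).

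**Figure D4:**
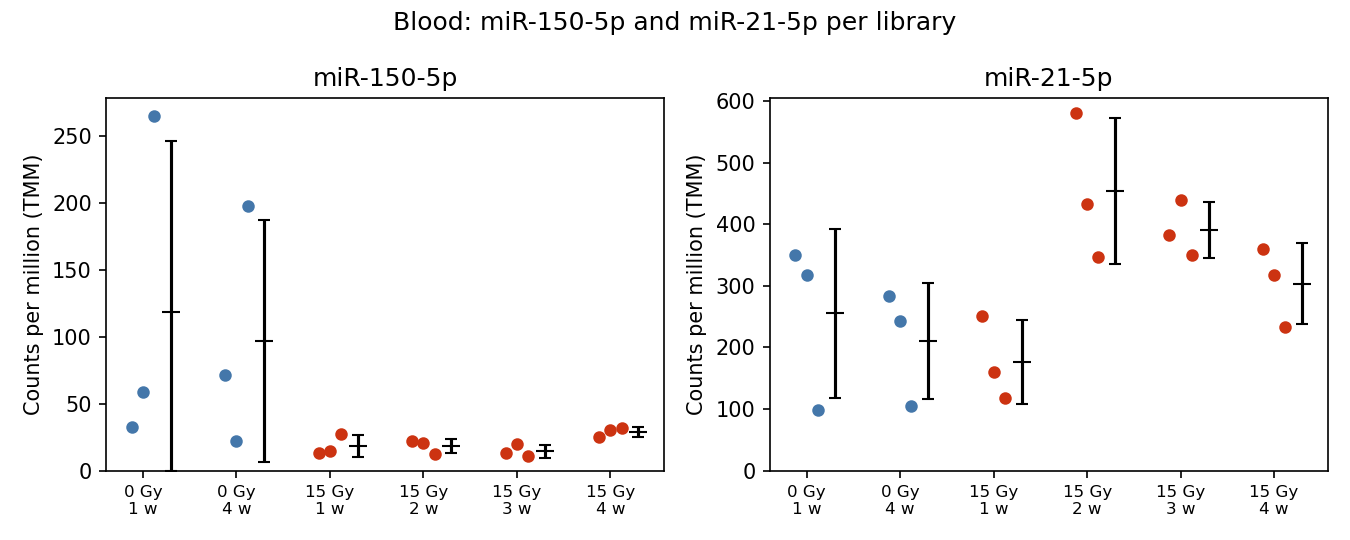
CPM after TMM scaling of miR-150-5p and miR-21-5p in blood, by dose and week, 1 point per library (n = 3 per group). Black bars give mean ± SD, and the lower end stops at 0. For miR-150-5p at 2 weeks, the mean is 18.2 against 119 in 0 Gy blood at 1 week.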

Sequencing results of these two miRNAs in two week blood samples followed the same trend as the RT-qPCR, though the results did not reach statistical significance between the read counts from non-irradiated controls (0 Gy) versus 15 Gy. The read counts are given in Fig. 2c. All the miRNA that we verified to be changed by RT-qPCR at 2 weeks after radiation in blood were further tested in the lung tissue at 2 weeks. Except 150-5p which showed the same change (decreased after radiation), none of them were changed in lung (data not shown). Other miRNAs described in the literature, but which did not show changes in our rat model in blood between controls and radiated rats at 2 weeks were 99b-5p, 30a-5p, let7-5p 9a-5p and 92b-3p (data not shown). The results of the RT-qPCR on these miRNAs matched our findings from sequencing.

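In blood at 2 weeks, miR-99b-5p had a log2 fold change of -0.98 (SE 0.69, adjusted p = 0.557 from edgeR, n = 3 each), and miR-30a-5p, of the miR-30 family, one of 0.57 (SE 0.33, adjusted p = 0.483). miR-92b-3p, which shares its seed with miR-92a-3p, had a log2 fold change of -1.25 (SE 0.43, adjusted p = 0.218 from edgeR). Of the let-7 family, 6 members were tested, 4 were negative and 2 positive, and the log2 fold changes ran from -0.66 for let-7a-5p (SE 0.41) to 0.25 for let-7i-5p (SE 0.40). None passed in edgeR over all miRNAs, and as a group the family did not differ from the other miRNAs (adjusted p = 0.633 from camera). miR-9a-5p had too few counts in blood to be tested. Scaling by library totals alone turned miR-92b-3p to 0.03 and miR-99b-5p to 0.30.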

### Changes in circulating blood cells after whole thorax irradiation

The WBC are lower after one week while RBC fall by 2 weeks after radiation (Fig. 3). The WBC recover by 4 weeks.

### Pathway analysis of miRNA changes in blood

The changes observed in the 2 week sequencing data from blood were also used to explore signaling pathways that are altered by radiation using the Ingenuity Pathway Analysis platform. 

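In blood at 2 weeks, 2 of 3 tested myeloid and pan-leukocyte miRNAs passed when adjusted over the list alone, miR-142-3p and miR-142-5p. Both come from the same precursor and are miRNAs of Fig. 2a. The study chose these on the same libraries, so this pass is not independent evidence. miR-223-3p of neutrophils and platelets had a log2 fold change of -0.15 (SE 0.45). Of 3 tested lymphocyte miRNAs, 1 passed when adjusted over the list alone, miR-150-5p, while miR-342-3p had -0.80 (SE 0.53) and miR-146a-5p 0.60 (SE 0.65). Of 4 tested inflammation miRNAs none passed, 3 were positive and the median log2 fold change was 0.32. Of 5 tested fibrosis miRNAs none passed, 4 were positive and the median was 0.57, with miR-21-3p at 1.09 (SE 0.45). Red cell miRNAs (7 tested, 5 positive), platelet miRNAs (5 tested, 2 positive) and the miR-17-92 and related clusters (13 tested, 9 positive) had no member that passed in edgeR or over the list alone, and miR-451-5p was at 0.83 (SE 0.47). Neither had the liver miRNAs (3 tested, 2 positive), the p53 targets (4 tested, 2 positive), the endothelial pair or the 2 tested lung epithelial miRNAs. No list passed camera, with adjusted p of 0.204 for the myeloid list (0.654 with an estimated correlation), 0.462 for the lymphocyte and fibrosis lists, 0.707 for the inflammation, red cell and liver lists and 0.919 to 0.987 for the p53, miR-17-92, platelet, endothelial and lung epithelial lists. Of the heart and muscle list only miR-133a-3p was tested (1.60, SE 0.94), of the smooth muscle list only miR-143-3p (-0.73, SE 0.38), and of the ciliated cell and mesenchymal lists none had enough counts in blood.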

The results showed that the top diseases and functional pathways that can be associated with the blood at 2 weeks after radiation were inflammatory disease, inflammatory response and connective tissue disorders (Fig. 4).

## Discussion

In this study, we report the miRNA profile obtained by RNA-seq from rat lung and blood at baseline and 1, 2, 3 and 4 weeks after 15 Gy whole thorax irradiation. This dose induces lethal pneumonitis in rats after 42 days, though all rats survive 12 Gy whole thorax irradiation^19^. Doses of 13 or 14 Gy induce intermediate levels of lethality^19^. We used RT-qPCR to verify changes in levels of at least 6 circulating miRNA that were identified by RNA-seq at 2 weeks after 15 Gy. At this time point all rats are healthy with normal breathing rates and lung histology though we have measured an increase in vascular permeability and apoptosis in the radiated lungs^20^. Some of the miRNA that were altered in the circulation e.g. miRs 142-5p, 150-5p and 21-5p have been described in anti-apoptotic responses and may signify cellular compensation for increased hematopoietic death induced by radiation^21^,^22^,^23^,^24^.

The miRNA molecules we sequenced were sized by gel purification to exclude RNA other than miRNA. Our results show miRNA-seq to be a sensitive technique, yielding a dynamic range of read counts from 1 − 1.9 × 10^6^ (Supplemental Table 1). Additionally 88 and 98% mean reads mapped to the rat genome in the lung and blood samples respectively (Table 1). 

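The highest count of any miRNA in any library was 2113334, for miR-486-5p in a blood library of control rats, and the lowest count above 0 was 1. In lung of control rats, the highest count was 433812, for the 2 overlapping new miRNAs on chromosome 18.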

Unmapped reads could occur by sequencing errors, artifacts during PCR amplification, short reads, trimming or repetitive DNA sequences etc. 

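In lung at 1 week, the smallest unadjusted p belonged to miR-338-3p, with 2.80 ± 0.34 CPM after 15 Gy and 11.0 ± 9.57 at 0 Gy (SD, n = 3 each), a log2 fold change of -2.41 (SE 0.47, adjusted p = 0.0645 from edgeR). miR-423-5p had 864 ± 228 and 309 ± 47.7 CPM (SD, n = 3 each), a log2 fold change of 1.47 (SE 0.31, adjusted p = 0.0774 from edgeR). miR-3065-5p had a log2 fold change of -2.66 (SE 0.73), miR-664-2-5p one of 2.29 (SE 0.65) and miR-702-3p one of 1.91 (SE 0.56). The 3 tested myeloid and pan-leukocyte miRNAs were all negative, with miR-142-5p at 33.8 ± 15.0 against 103 ± 12.9 CPM (SD, n = 3 each) and a log2 fold change of -1.59 (SE 0.53). It passed when adjusted over the list alone, and the list had an adjusted p of 0.0729 from camera (0.793 with an estimated correlation). miR-126a-3p of endothelial cells had a log2 fold change of -1.11 (SE 0.52), and both members of that list were negative. None of these passed over all 499 miRNAs in edgeR. In a separate fit of the known rat miRNAs alone, edgeR called 6 (adjusted p = 0.0213 for each). They were miR-423-5p, miR-664-2-5p and miR-702-3p upward and miR-338-3p, miR-3065-5p and miR-224-5p downward. DESeq2 called miR-423-5p (adjusted p = 0.0266). One of the 3 control libraries at 1 week held 11621 counts.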

Most changes in miRNA were observed at 1 week after radiation in lung tissue. MiRNA changes at earlier time points have been evaluated in other models of radiation but not with exhaustive techniques such as miRNA-seq.

High-throughput technology such as miRNA-seq has many advantages including generation of large data sets which reflect the biology of the system. However, our study, in which expression of miR-486-5p may be overrepresented, also demonstrates limitations. Though most of the top 10 miRNA species which we identified as expressed in whole blood corresponds with another report^16^, expression of miRNA of interest should be confirmed by independent techniques/platforms regardless of specific technology or methods. We validated candidate circulating miRNAs from the high throughput RNA-seq individually by RT-qPCR. Nine miRNA showing increase from control after radiation were selected for verification by RT-qPCR. Though most miRNA trended in the same direction in both assays only 4 miRNA were statistically increased after RT-qPCR.

The profile of miRNA in normal rat blood and lung (0 Gy, without radiation) that we report in this paper (Tables 2and 3, Fig. 1) and elaborated in the supplement, shows new species that fit the definition of miRNA but remain to be characterized. More than 100 miRNA from blood and 1000 from lungs of non-irradiated rats yielded read counts greater than 100 (a value that can be consistently and easily verified by RT-qPCR). Both blood and lung tissue had 57 mature miRNAs that have been previously identified in the top 113 detected (Fig. 1). 

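In blood of the 6 control libraries, 116 miRNAs had a mean count above 100, of which 45 are listed as new and 27 had a mean above 1000. In lung of the 6 control libraries, 248 miRNAs had a mean count above 100, of which 105 are listed as new. Means are of raw read counts over the 6 libraries of 0 Gy at 1 and 4 weeks.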

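In whole blood of control rats, miR-486-5p, a miRNA of red blood cells, had 1908770 ± 151638 counts per library (SD, n = 6). This was 91.7 ± 2.37% of the counts of a library (SD, n = 6), from 89.0% to 95.9%. In lung of control rats, it was 2.48 ± 2.12% (SD, n = 6).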

Consistent with the previous findings^25^, high expression of miR-486-5p in red blood cells was also detected in whole rat blood. This miRNA was described to regulate normal erythropoiesis^26^ and was also suggested to be an important oncogene in several hematopoietic myeloid malignancies^26^. MiR-486-5p was reported to be a potential plasma-based biomarker for lung cancer^27^. Leuenberge *et al*. showed that its abundance remained unchanged after blood transfusion in healthy males^28^. Therefore, it was used as an endogenous control for data normalization in blood miRNA studies^28^,^29^. In the current study, we observed decrease in miR-486-5p read-counts in rat blood at 2 weeks after radiation. However these changes could not be confirmed by RT-qPCR (Fig. 2). This, along with verification of only 4/9 candidate miRNA by RT-qPCR reiterates the limitation of miRNA-seq.

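In blood at 2 weeks after 15 Gy, miR-486-5p took 84.6 ± 0.90% of the counts, against 92.3 ± 3.48% in 0 Gy blood at 1 week (SD, n = 3 each). At 1, 3 and 4 weeks after 15 Gy it took 92.6 ± 2.47%, 89.3 ± 3.93% and 87.9 ± 5.67%, and 91.1 ± 0.96% in 0 Gy blood at 4 weeks (SD, n = 3 each). The log2 fold change of miR-486-5p at 2 weeks was -1.40 (SE 0.49) after TMM scaling and -0.126 with scaling by library totals alone. It did not pass over all miRNAs in edgeR (adjusted p = 0.218), and passed when adjusted over the list of Fig. 2a alone (adjusted p = 0.0289) and in DESeq2. Each irradiated library lay below each control library (exact permutation p = 0.1, n = 3 each, the smallest that 3 against 3 allow). Since 1 miRNA takes most of the counts, its share and that of all other miRNAs are tied.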

Using next generation sequencing, we report changing miRNA patterns after radiation in rat lung and blood (Table 4). All RNA used for these comparisons were prepared at the same time with identical reagents and equipment. Such data can provide useful algorithms to develop early biomarkers for treatment plans in radiotherapy. As an adjunct diagnostic method, next generation sequencing provides abundant information. We verified an increase of miR-142-5p, 144-3p, 144-5p and 19-3p in blood after 15 Gy in our rat model. Another two interesting miRNA (miR-150-5p and 21-5p) were selected for testing by RT-qPCR based on changes after radiation as reported by others. MiR-150-5p was shown to be decreased after radiation in a mouse model^13^. It is also expressed in blood and hematopoietic cells, which, as mentioned, are sensitive to radiation, explaining the fall in circulating levels of this miRNA after 15 Gy whole thorax irradiation. MiR-21-5p is a well-known lung injury marker^30^,^31^,^32^. But studies with changes in miR-21-5p after radiation have been limited to lung cancer cells^23^,^33^ and not in irradiated lung tissue. However some non-radiation studies have associated changes in this microRNA. Circulating miR-21 was suggested by Loboda *et al*. to be a potential early biomarker of renal fibrosis, because it was shown that upregulation of miR-21 alters metabolic pathways and leads to renal fibrosis^34^. MiR-21 was also suggested to plays a dynamic role in inflammatory responses^34^. Since inflammation and fibrosis are considered as major radiation responses in many organs including lungs, it is possible that miR-21 also plays some roles in radiation response in normal tissues. Beside circulation miR-21, exosomal miR-21 was also suggested to have a strong potential to be used as a universal biomarker to identify cancers^35^. In fact, based on one report, exosomal miR-21 seemed to be better than circulating miR-21 to serve as such a biomarker^35^. We confirmed a decrease in 150-5p and increase in 21-5p after radiation by RT-qPCR in whole blood from our rat model of thorax radiation. Though these miRNA trended in the same direction with RNA-seq data, there was considerable variation between samples in the libraries, so that the results were not statistically significant. 

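Over all weeks together, miR-150-5p fell in blood after 15 Gy, by 2.47 on the log2 scale (SE 0.44, 95% interval -3.33 to -1.60, adjusted p = 0.00614 from edgeR, 12 irradiated against 6 control libraries). Its level was 18.3 ± 8.08 CPM at 1 week, 14.5 ± 4.95 at 3 weeks and 29.0 ± 3.76 at 4 weeks after 15 Gy, and 96.7 ± 90.4 in 0 Gy blood at 4 weeks (SD, n = 3 each). The log2 fold change by week was -2.70 at 1 week (SE 0.80, adjusted p = 0.444 from edgeR), -2.73 at 3 weeks (SE 0.80, adjusted p = 0.289) and -1.74 at 4 weeks (SE 0.77, adjusted p = 0.637). The control groups differed from each other by -0.29 (SE 0.75). miR-21-5p had a log2 fold change of 0.43 over all weeks (SE 0.28, adjusted p = 0.443 from edgeR), with -0.53 at 1 week, 0.89 at 3 weeks and 0.53 at 4 weeks. The spread of miR-150-5p lay in the control libraries, from 32.4 to 265 CPM at 0 Gy 1 week. Besides miR-150-5p, edgeR called 2 new miRNAs over all weeks in blood. The count of 3 became 10 without 0 Gy 1 week replicate 1. In settings chosen after seeing the data, it became 9 with the 2 blood libraries in doubt exchanged and 14 without both. One is the new miRNA on chromosome 1 that follows miR-150-5p and the other the one on chromosome 19. DESeq2 called 8 up and 21 down, with miR-150-5p among the latter. The call of miR-150-5p was lost with scaling by library totals alone (-1.87, adjusted p = 0.115) and with scaling to miR-191a-5p (-2.325, adjusted p = 0.0702).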

As already mentioned, since the libraries were amplified and pooled these variations could be artifacts. We focused on the changes of miRNA at 2 weeks, since not only as mentioned, that was the time when the most increases in miRNA were detected, but also when most of the mature miRNA were found to be changed after radiation. In addition, we have also established a SPECT/CT biomarker to predict radiation lung injuries^36^. 

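Counting only the known rat miRNAs, 142 were tested in blood and 0 passed in edgeR at any of the 4 weeks. At an unadjusted p under 0.05, 9 were up and 3 down at 1 week, 10 up and 11 down at 2 weeks, 9 up and 12 down at 3 weeks, and 4 up and 6 down at 4 weeks. miR-150-5p was among those downward at each week, and miR-374-5p among those upward at 2, 3 and 4 weeks. miR-374-5p had 4.83 ± 1.04 CPM at 2 weeks after 15 Gy against 2.14 ± 0.25 in 0 Gy blood at 1 week (SD, n = 3 each). Whether the counts differ between the weeks was not tested.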

By this method, the most significant lung injuries, namely the pulmonary cell death measured by 99mTc-labeled Duramycin and pulmonary vascular resistance and vascular permeability measured in isolated perfused lungs were found to be at 2 weeks after 15 Gy in the same rat model.

MiR-144 has been reported to affect sensitivity in radiotherapy by promoting proliferation, migration and invasion of breast cancer cells^37^. Dysregulation of miR-144 has been described in studies of multiple cancers^38^,^39^,^40^,^41^. It was suggested to be a tumor suppressor by Matsushita *et al*.^38^ and inhibited proliferation but promoted apoptosis and autophagy through targeting the p53-induced glycolysis and apoptosis regulator TIGAR^40^. Besides the current study, elevation of miR-144 was also reported in many non-cancer studies^42^,^43^. MiR-144 is overexpressed in peripheral blood mononuclear cells from patients with pulmonary tuberculosis (TB) and regulated anti-TB immune response in T cells^42^. Hassan *et al*. found increase in miR-144 in human bronchial epithelial (HBE) cells exposed to cigarette smoke extract and cadmium. Su *et al*. showed that miR-144 regulates hematopoiesis and vascular development by repressing expression of meis1 in zebrafish^44^. In summary miR-144 plays a role in inflammation, immune response and suppression of cell growth, processes that are activated by radiation. It is surprising that we observed increase in this miRNA in whole blood, since circulating cells are decreased by radiation and this miRNA was not increased in irradiated lungs in our model.

MiR-19a-3p has been reported to inhibit breast cancer progression and metastasis by inducing macrophage polarization^45^. It was also suggested to be involved in inflammatory processes by directly regulating 5-LO (5-lipoxygenase) expression in T lymphocytes^46^. Busch *et al*. found that the inhibition of miR-19a-3p with an antagomir led to an increase in 5-LO mRNA expression in T lymphocytes^46^. We speculate that this miRNA may be induced in response to inflammatory signaling after radiation to down-regulate lipoxygenase metabolites in blood cells such as macrophages and T-lymphocytes.

MiR-142-5p has also been demonstrated to be involved in inflammation^21^,^22^,^47^. Su *et al*. showed miR-142-5p regulates human and mouse macrophage profibrogenic gene expression in chronic inflammation and models of liver and lung fibrosis^47^. Increases of miR-142-5p were found in lungs of patients with idiopathic pulmonary fibrosis^47^. MiR-142-5p was reported to control T-cell responses *in vitro* and in murine models of graft versus host disease^22^. Finally miR-142-5p had tumor-suppressive effect in lung cancer cells^48^,^49^. In summary, similar to miR-144, miR-142-5p regulates cell growth and inflammation. Interestingly miR-142-5p expression in macrophages also influences fibrosis in the lung^47^, a phenotype that is induced by radiation. It is possible that detection of increase in this miRNA in spite of a decrease in circulating cells in the blood at 2 weeks after radiation suggests regulation of genes that could lead to the later effects of radiation. Perhaps these immune cells may be responsible for radiation pulmonary injury after infiltration into the lungs.

We also conducted pathway analysis to determine signaling changes in the lung after radiation, based on the changes in miRNA as determined by miRNA-seq. The pathways with the highest scores by Ingenuity Pathway Analysis were “cancer, organismal injury” and “abnormalities and reproductive system disease”, while inflammatory responses received a lower score (results not shown). Pathways derived from changes that we confirmed in the blood of irradiated rats are shown in Fig. 4. To our knowledge this is the first time that miR-144-3p, 144 -5p, and 19a-3p are upregulated in rat blood 2 week after irradiation of the thorax. Their function in inflammatory responses is suggested by the Ingenuity Pathway Analysis (Fig. 4). These miRNA were not changed in the irradiated lung, strongly suggesting they may be upregulated in other cells or tissues. 

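In lung at 2 weeks, miR-142-5p had 104 ± 28.6 CPM after 15 Gy and 103 ± 12.9 at 0 Gy (SD, n = 3 each), a log2 fold change of 0.02 (SE 0.53, 95% interval -1.01 to 1.04). miR-144-3p had a log2 fold change of 0.32 (SE 0.78), miR-144-5p one of 0.07 (SE 0.74) and miR-19a-3p one of 0.04 (SE 0.63). miR-150-5p was at -0.01 (SE 0.47), with 1277 ± 104 and 1275 ± 636 CPM (SD, n = 3 each), and miR-21-5p at 0.28 (SE 0.44). None passed in edgeR, where 26 of 499 miRNAs had an unadjusted p under 0.05 and DESeq2 called 6. The change at 2 weeks in blood minus that in lung was 2.21 on the log2 scale for miR-142-5p (SE 0.85), 1.37 for miR-144-3p (SE 1.10), 1.75 for miR-144-5p (SE 1.09), 1.87 for miR-19a-3p (SE 1.23) and -2.30 for miR-150-5p (SE 0.90). None of these differences passed over the 576 miRNAs tested in both tissues (adjusted p from 0.564 to 0.96 in edgeR). Adjusted over the list of myeloid and pan-leukocyte miRNAs alone, the difference passed for miR-142-5p and miR-142-3p (adjusted p = 0.027). Both come from the same precursor and are miRNAs of Fig. 2a. The study chose these on the same blood libraries, so this pass is not independent evidence. In edgeR only the new miRNA on chromosome 19 passed, with 17 up and 22 down at an unadjusted p under 0.05. One of the 3 lung control libraries held 11621 counts, and miR-142-3p, miR-144-3p, miR-144-5p, miR-19a-3p and miR-340-5p were at 0 in it. Over the alternatives at 2 weeks in lung, miR-142-5p ran from -0.54 to 0.30, miR-144-3p from -0.04 to 0.59, miR-144-5p from -0.56 to 0.69 and miR-19a-3p from -1.01 to 0.07. For miR-144-3p, miR-144-5p and miR-19a-3p, changed in blood and not in lung, the paper proposes that they may be raised in other cells or tissues. For miR-150-5p the paper reports a decrease in lung at 2 weeks as well. That was a further test of miRNAs verified by RT-qPCR, with the data not shown. The value here, -0.01 (SE 0.47), is from sequencing counts, so it may not be the same measure.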

We cannot rule out their presence in exosomes from endothelial cells within the lung. They could also be present in exosomes from other irradiated organs, e.g. the heart, partial bone marrow and blood within the thorax, that were in the field of radiation. We know immune cells are involved in radiation-pneumonitis with inflammatory infiltrates detected in the lung by histology and other diagnostic methods^50^,^51^. Vascular damage and remodeling are also found during radiation pneumonitis in human and animal lungs^51^,^52^.

Decreases in numbers of circulating blood cells are anticipated and were measured after whole thorax irradiation due to the volume of bone marrow in the field of exposure. WBC have shorter half-lives than RBC so their numbers fall before the RBC. The numbers of WBC recover by 4 weeks. We have observed increases in circulating miRNA we report after radiation, which could also be due to increase in specific transcription induced by radiation in blood cells, but not from changes in numbers of circulating cells, since these numbers were lower at the time points we examined. Future investigation with models involving radiation to the lower hemi-body or heart alone will help to highlight the effect of radiation to the lung on these miRNA changes.

## Methods

### Animal care and irradiation

All animal protocols and euthanasia criteria were approved by the Institutional Animal Care and Use Committee (IACUC). All methods were performed in accordance to the IACUC guidelines and regulations. Radiation was performed as described previously^53^. In brief, un-anesthetized 9- to 10-week-old female WAG/RijCmcr rats weighing approximately 140 g were immobilized in a plastic jig and irradiated with 320-kVp orthovoltage system X-rays, with a half-value layer (HVL) of 1.4 mm Cu. Rats were treated with a single dose of 15 Gy to the whole thorax at dose rate of 1.43 Gy/min. The radiation dose was delivered by two equally-weighted lateral beams to improve uniformity. The whole lung, heart and a small amount of liver were in the field. One group of age-matched rats was not irradiated (non-irradiated controls or 0 Gy group) but maintained under identical conditions. Experiments were terminated at 1, 2, 3 or 4 weeks. Age-matched controls were included at the 1 and 4 week time-points.

### RNA isolation

Lung tissue from the right superior lobe was cut and ~100 mg was weighed and immersed in TRIzol Reagent (Ambion/RNA by Life Technologies) immediately after sacrifice. Whole blood (0.5 ml) collected by cardiac puncture in an EDTA coated needle and syringe was directly used to extract RNA immediately without any further processing. TRIzol Reagent (Ambion/RNA (Life Technologies)) was used. Total RNA from lung and whole blood were isolated following the protocol provided by the manufacturer. RNA was stored at −80°C for future use.

### Small RNA library preparation and sequencing

Total extracted RNA was quantified using Nanodrop 2000 (Thermo Scientific). A_260/280_ was used to ensure the RNA quality. Equal amounts of RNA from three rats were pooled. The range of A_260/280_ was maintained between 1.6 and 2.1. Samples with ratios below 1.6 were discarded. Small RNA libraries (36 totals) were generated with the TruSeq Small RNA Library Prep kit (Illumina) following the manufacture’s instruction with minor changes (Table 1). In brief, 1 μg of the pooled total RNA was ligated with 3′ and 5′ adapters. Reverse transcription followed by PCR (based on the 3′ and 5′ adapter sequences for 16 cycles) was used to create cDNA. The amplified cDNA was purified using 6% PAGE Gel and bands between 147nt and 157nt which contains RNA fragment of 22nt and 30nt corresponding to miRNA were cut out using size markers and concentrated by ethanol precipitation. Libraries were visualized and quantitated with Agilent Technologies 2100 Bioanalyzer using DNA-1000 Chip. Next generation sequencing was performed at the Human and Molecular Genetics Center Sequencing Core at MCW^15^. In brief, prepared libraries were loaded onto the flow cell using a cBot instrument (Illumina) and clusters were generated in the flow cell after a 4-hour-PCR amplification. The flow cell was loaded onto the HiSeq 2000 sequencer. The obtained reads were fed into the in-house CASAVA informatics pipeline, where they were de-multiplexed and aligned to a reference genome miRbase v19.

### Analysis of small RNA deep sequencing data

Before the analysis, the adapter sequences were first removed from the output sequence reads by the tool “trim galore”^54^. Sequences with low quality (base quality < 13) at both ends of reads were further trimmed by the FastQC^55^ and mapped against miRBase v19 to identify known miRNAs using Bowtie^56^, including rat miRNAs and homologs of miRNAs known in species other than the rat. Sequence reads that did not map to miRBase were then mapped against mRNA database, Rfam (for other noncoding RNA), and RepBase (for repetitive elements) to remove reads corresponding to transcribed sequences that were not miRNAs. The remaining reads were used to predict new miRNAs with miRanalyzer^57^. miRanalyzer employs a machine learning approach based on the random forest method. With the default parameter setting, miRanalyzer can obtain the area under the curve value of 97.9% with a true positive rate of 0.79 and a false positive rate of 0.007 for predicting new mammalian miRNAs. To normalize and test differential expression, we used number of reads of known and newly identified miRNAs as input for the Bioconductor DESeq package^58^. DESeq uses a negative binomial distribution to model reads of miRNAs and to test for differential expression in deep sequencing datasets. The Benjamini-Hochberg method was used to control false discovery rate (FDR) in all statistical tests^59^.

### Real-time quantitative RT-qPCR

Validation of changes in miRNA expression of selected markers was performed by RT-qPCR from the blood of rats used for miRNA-seq as well as from independently irradiated and control rats. Total RNA from each rat were required to meet the following quality criteria: 1) A_260/280_ > 1.6, 2) yield of RNA was enough to carry out all the RT-qPCR reactions needed for all the primers tested. There was no pre-amplification step prior to PCR. LNA-primers were obtained from Exiqon and reactions were carried out after reverse transcription using miRCURY LNA^TM^ Universal RT microRNA PCR kit from Exiqon with sybr green mastermix from Biotool. The relative expression of each miRNA to a reference miR-191-5p was calculated by the formula: 2^−∆CT^ (∆C_T=_C_T_ (target-reference). Data was then normalized to the mean relative expression of controls, to determine the fold change after radiation. 

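The read counts of miR-191a-5p, listed under this name in the files, ran from 7380 to 28280 over the 18 blood libraries, a 3.83-fold range, and from 80 to 31352 over the 18 lung libraries. As CPM of the deposited counts of blood, without TMM scaling, they were 6382 ± 1823 at 0 Gy 1 week and 12704 ± 908 at 0 Gy 4 weeks. After 15 Gy they were 9136 ± 2373 at 1 week, 13775 ± 889 at 2 weeks, 9633 ± 3986 at 3 weeks and 13848 ± 992 at 4 weeks (SD, n = 3 each). After TMM scaling, the log2 fold change of miR-191a-5p in blood was 0.67, -0.07, -0.60 and 0.07 at weeks 1 to 4 (SE 0.49 each), 0.69 between 0 Gy at 4 weeks and 0 Gy at 1 week (SE 0.49) and 0.02 over all weeks (SE 0.30), over which values of both signs are averaged. With scaling by library totals alone it was 1.11 at 2 weeks (SE 0.30).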

MiR-191-5p was used as reference for normalization because it shows consistent read counts in the libraries by sequencing.

### Blood counts

Blood was collected by cardiac puncture into EDTA tubes. White blood cell and red blood cell counts were performed by the Marshfield Laboratories the same day after checking for adequate volume and absence of clots (Marshfield, WI).

### Statistical analysis

Sigmaplot software was used to perform statistical analysis on the RT-qPCR results and the blood cell count results. For RT-qPCR, t test was used on 19a-3p and 21-5p; Mann-Whitney U test was used on 142-5p, 144-3p, 144-5p and 150-5p, when the data failed either normality test or equal variance test. For blood cell count, Kruskal-Wallis One Way Analysis of Variance on Ranks Multiple Comparisons versus Control Group (0 Gy) was conducted. Dunn’s method was used as post hoc test.

## Additional Information

**How to cite this article:** Gao, F. *et al*. Changes in miRNA in the lung and whole blood after whole thorax irradiation in rats. *Sci. Rep.* **7**, 44132; doi: 10.1038/srep44132 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Table 1

## Figures and Tables

**Figure 1:**
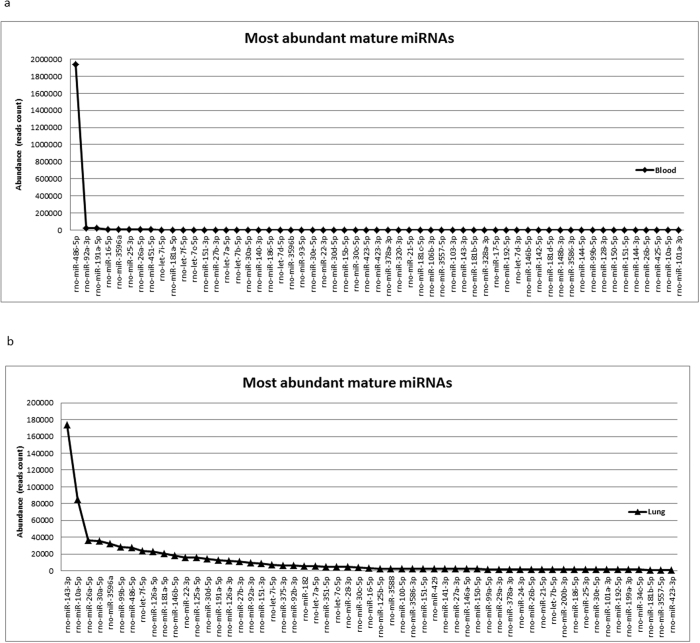
The top 57 most abundant mature miRNAs in the blood (**a**) and lung (**b**) of normal rats.

**Figure 2:**
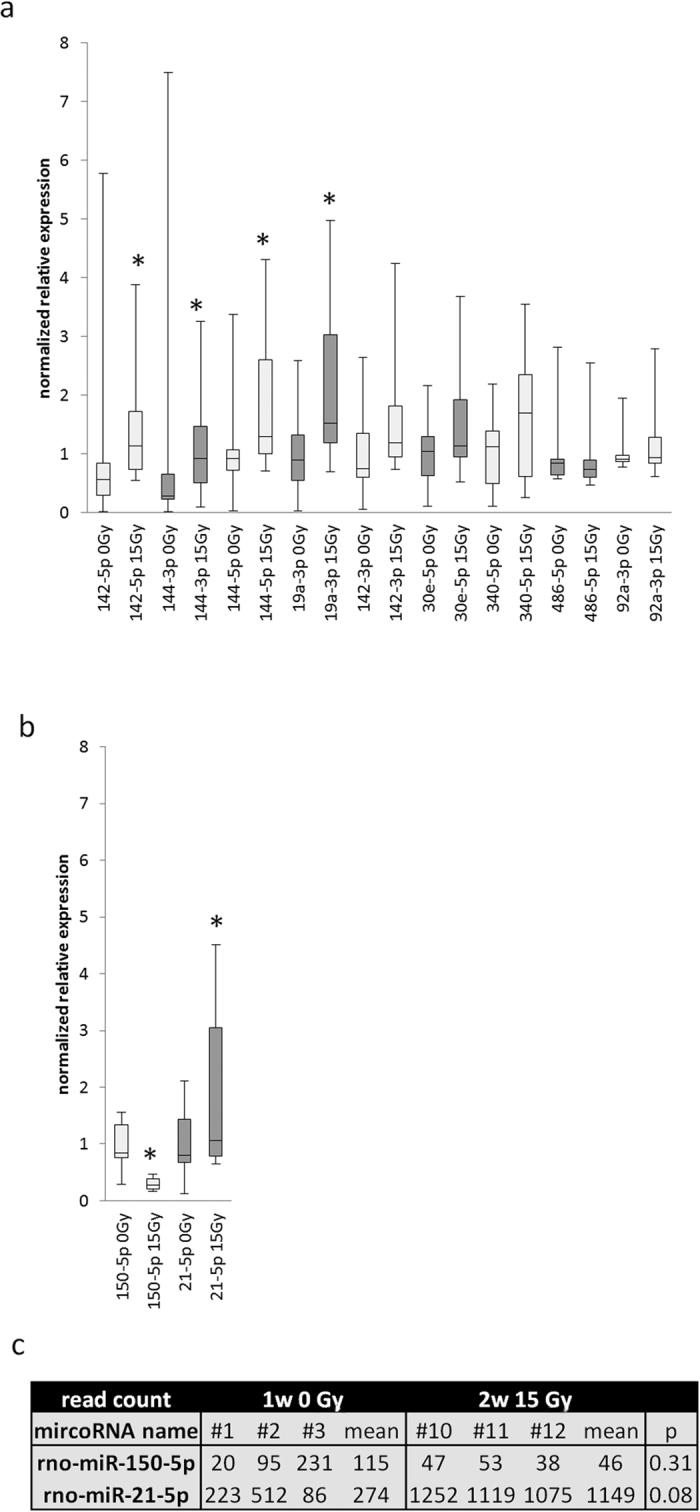
Relative miRNA expression after 2 weeks post-radiation in blood, as determined by RT-qPCR. The line in each box represents the median value. The box spans the 25th and 75th percentiles. The upper and lower bars show the maximum and minimum values. N = 11 rats/box. *P < 0.05 radiated vs. control (0 Gy). MiR-191-5p was used as reference because it shows consistent read counts in all sequenced libraries. miRNA in (**a**) were selected by results of miRNA-seq for candidates with p < 0.05 radiated vs. control by t test. miRNA in (**b**) were selected because other investigators previously identified these to be altered after radiation or lung injury. Their reads count with p values from the sequence results of this study are shown in (**c**). # refers to the library number # in Table 1.

**Figure 3:**
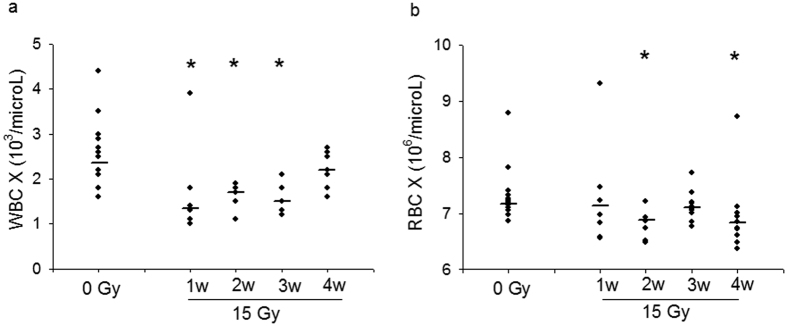
Blood cell counts versus time are shown (**a**) White blood cell count (WBC) and (**b**) Red blood cell count (RBC). *p < 0.05 vs. control (0 Gy). N = 14 (controls), 6 (irradiated at 1 week), 7 (irradiated at 2 weeks), 9 (irradiated at 3 weeks), 9 (irradiated at 4 weeks). The line represents the median.

**Figure 4:**
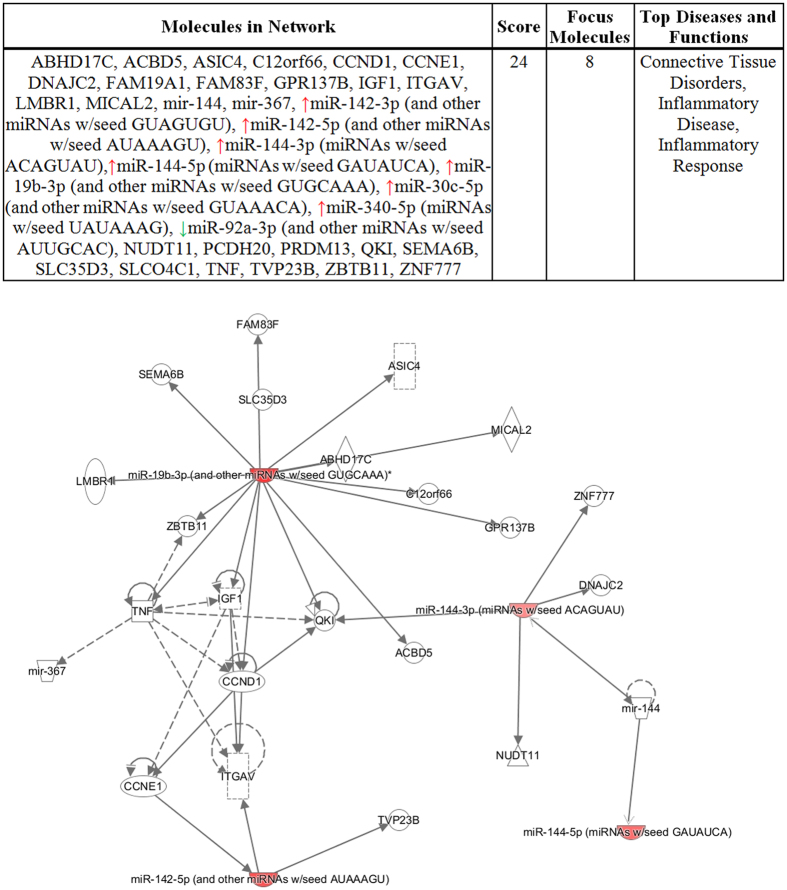
Ingenuity pathway analysis of the sequence data showed the top scoring diseases and function that are associated with our model (upper panel). The pathway map is presented below and miRNA that were significantly changed in the miRNA-seq study and also validated by qPCR are shown as highlighted in red.

**Table 1:** 36 libraries (18 from lung and 18 from blood) were generated.

Library #	Tissue	Radiation	Timepoint	total unique reads	total reads	unmapped unique reads	unmapped reads	%mapped reads
1	Blood	0 Gy	1 week	27983	4263244	7279	47509	98.9
2	Blood	0 Gy	1 week	38512	3443368	10356	52807	98.5
3	Blood	0 Gy	1 week	30772	4415596	8186	59870	98.6
4	Blood	0 Gy	4 weeks	32410	4019965	8521	54521	98.6
5	Blood	0 Gy	4 weeks	34329	4607361	9001	64078	98.6
6	Blood	0 Gy	4 weeks	50163	4228658	12766	77878	98.2
7	Blood	15 Gy	1 week	33005	4188089	8374	50762	98.8
8	Blood	15 Gy	1 week	34273	3477659	8872	52756	98.5
9	Blood	15 Gy	1 week	38374	3784442	9743	51171	98.6
10	Blood	15 Gy	2 weeks	32833	2257353	7819	38353	98.3
11	Blood	15 Gy	2 weeks	39243	3458791	9858	71994	97.9
12	Blood	15 Gy	2 weeks	40031	3490172	10290	74264	97.9
13	Blood	15 Gy	3 weeks	24835	3917978	6714	43091	98.9
14	Blood	15 Gy	3 weeks	37330	4006866	9804	70381	98.2
15	Blood	15 Gy	3 weeks	32440	3533270	8361	45112	98.7
16	Blood	15 Gy	4 weeks	34195	3265611	9001	65210	98.0
17	Blood	15 Gy	4 weeks	42711	3665273	11068	62775	98.3
18	Blood	15 Gy	4 weeks	25427	3361941	6713	35690	98.9
19	Lung	0 Gy	1 week	87819	2066852	20810	470429	77.2
20	Lung	0 Gy	1 week	68449	1574877	16564	501396	68.2
21	Lung	0 Gy	1 week	4796	25166	1102	4535	82.0
22	Lung	0 Gy	4 weeks	147735	4586020	36274	803019	82.5
23	Lung	0 Gy	4 weeks	138509	3087369	34716	803220	74.0
24	Lung	0 Gy	4 weeks	71645	1882795	17737	219969	88.3
25	Lung	15 Gy	1 week	99936	2051176	24196	356010	82.6
26	Lung	15 Gy	1 week	40336	653589	11873	223218	65.8
27	Lung	15 Gy	1 week	96498	2195629	22424	290730	86.8
28	Lung	15 Gy	2 weeks	95576	1739850	26142	153659	91.2
29	Lung	15 Gy	2 weeks	61195	1175767	16564	300830	74.4
30	Lung	15 Gy	2 weeks	33465	496463	9820	175151	64.7
31	Lung	15 Gy	3 weeks	93148	1536333	25929	413899	73.1
32	Lung	15 Gy	3 weeks	82228	1883847	19744	295489	84.3
33	Lung	15 Gy	3 weeks	4076	23541	1536	7505	68.1
34	Lung	15 Gy	4 weeks	106685	3150602	26561	804574	74.5
35	Lung	15 Gy	4 weeks	62832	1379394	17365	406278	70.5
36	Lung	15 Gy	4 weeks	29857	418039	9462	123817	70.4
**Mean**				54268	2703137	13932	204776	88

Each library contained microRNA from 3 rats and 3 libraries were analyzed at each time point, representing 9 rats/time point. Read count and mapping rate to the rat genome of each library are shown.

**Table 2:** The 113 most highly expressed microRNAs in blood and lung of control rats (0 Gy) were listed.

Most highly expressed (top 113) miRNA							
rat blood	category	read counts (n = 6)	% top 113	rat lung	category	read counts (n = 6)	% top 113
rno-miR-486-5p	mature_unique	1940840	92.566	chr18_57625094_57625241	newMicroRNA_genome	207773	12.896
rno-miR-92a-3p	mature_unique	23299	1.111	chr18_57625124_57625204	newMicroRNA_fastgenome	207425	12.875
rno-miR-191a-5p	mature_unique	21565	1.029	rno-miR-143-3p	mature_unique	174207	10.813
rno-miR-16-5p	mature_unique	9957	0.475	rno-miR-10a-5p	mature_unique	84796	5.263
chr8_123981613_123981719	newMicroRNA_homolog	7772	0.371	chr8_123981613_123981719	newMicroRNA_homolog	42502	2.638
bta-miR-26c	maturehomolog_unique	7370	0.351	chr8_123981623_123981705	newMicroRNA_fasthomolog	42468	2.636
rno-miR-3596a	mature_unique	7150	0.341	bta-miR-26c	maturehomolog_unique	41087	2.550
rno-miR-25-3p	mature_unique	6881	0.328	rno-miR-26a-5p	mature_unique	36273	2.251
rno-miR-26a-5p	mature_unique	6610	0.315	rno-miR-30a-5p	mature_unique	35274	2.189
rno-miR-451-5p	mature_unique	4558	0.217	rno-miR-3596a	mature_unique	32088	1.992
rno-let-7i-5p	mature_unique	3874	0.185	chr1_56486962_56487048	newMicroRNA_genome	31215	1.937
rno-miR-181a-5p	mature_unique	3794	0.181	chr9_22142880_22142968	newMicroRNA_fasthomolog	31181	1.935
rno-let-7f-5p	mature_unique	3021	0.144	chr9_22142869_22142978	newMicroRNA_homolog	31181	1.935
chr18_8923954_8924050	newMicroRNA_genome	2936	0.140	chr1_56486961_56487047	newMicroRNA_fastgenome	29074	1.805
rno-let-7c-5p	mature_unique	2780	0.133	rno-miR-99b-5p	mature_unique	28132	1.746
chr17_7351428_7351565	newMicroRNA_genome	2508	0.120	rno-miR-486-5p	mature_unique	27940	1.734
chrX_139740786_139740910	newMicroRNA_genome	2394	0.114	rno-let-7f-5p	mature_unique	24028	1.491
rno-miR-151-3p	mature_unique	2393	0.114	rno-miR-126a-5p	mature_unique	22723	1.410
rno-miR-27b-3p	mature_unique	2224	0.106	rno-miR-181a-5p	mature_unique	20558	1.276
rno-let-7a-5p	mature_unique	1291	0.062	chr1_251558040_251558146	newMicroRNA_genome	19452	1.207
chr9_22142880_22142968	newMicroRNA_fasthomolog	1123	0.054	chr1_251558049_251558132	newMicroRNA_fastgenome	19452	1.207
chr9_22142869_22142978	newMicroRNA_homolog	1123	0.054	bta-miR-3600	maturehomolog_unique	18827	1.169
rno-let-7b-5p	mature_unique	1112	0.053	chr10_62782697_62782840	newMicroRNA_homolog	18640	1.157
bta-miR-3596	maturehomolog_unique	1071	0.051	chr10_62782728_62782812	newMicroRNA_fasthomolog	18623	1.156
rno-miR-30a-5p	mature_unique	1041	0.050	rno-miR-146b-5p	mature_unique	17794	1.104
chr19_37422692_37422817	newMicroRNA_genome	979	0.047	chr1_56487554_56487694	newMicroRNA_genome	17044	1.058
chr19_37422714_37422799	newMicroRNA_fastgenome	979	0.047	rno-miR-22-3p	mature_unique	16162	1.003
rno-miR-140-3p	mature_unique	876	0.042	rno-miR-125a-5p	mature_unique	15567	0.966
rno-miR-186-5p	mature_unique	812	0.039	rno-miR-30d-5p	mature_unique	13955	0.866
rno-let-7d-5p	mature_unique	809	0.039	rno-miR-191a-5p	mature_unique	12568	0.780
rno-miR-3596b	mature_unique	801	0.038	chr17_7351428_7351565	newMicroRNA_genome	11758	0.730
rno-miR-93-5p	mature_unique	770	0.037	rno-miR-126a-3p	mature_unique	11732	0.728
hsa-miR-148a-3p	maturehomolog_unique	657	0.031	chr17_7351451_7351539	newMicroRNA_fastgenome	11136	0.691
rno-miR-30e-5p	mature_unique	642	0.031	chr1_56487580_56487664	newMicroRNA_fastgenome	11053	0.686
bta-miR-3600	maturehomolog_unique	621	0.030	bta-miR-2340	maturehomolog_unique	11037	0.685
chr10_62782697_62782840	newMicroRNA_homolog	613	0.029	rno-miR-27b-3p	mature_unique	10674	0.662
chr17_7351451_7351539	newMicroRNA_fastgenome	542	0.026	rno-miR-92a-3p	mature_unique	9513	0.590
rno-miR-22-3p	mature_unique	538	0.026	chr7_105819723_105819875	newMicroRNA_genome	9073	0.563
rno-miR-30d-5p	mature_unique	525	0.025	rno-miR-151-3p	mature_unique	8838	0.549
chr7_105819723_105819875	newMicroRNA_genome	497	0.024	chr9_74233487_74233589	newMicroRNA_genome	7084	0.440
rno-miR-15b-5p	mature_unique	471	0.022	rno-let-7i-5p	mature_unique	6882	0.427
chr10_67078689_67078839	newMicroRNA_homolog	453	0.022	rno-miR-375-3p	mature_unique	6440	0.400
chr10_67078715_67078809	newMicroRNA_fasthomolog	453	0.022	rno-miR-92b-3p	mature_unique	6216	0.386
hsa-miR-3184-3p	maturehomolog_unique	447	0.021	rno-miR-182	mature_unique	5300	0.329
rno-miR-30c-5p	mature_unique	438	0.021	rno-let-7a-5p	mature_unique	5173	0.321
rno-miR-423-5p	mature_unique	412	0.020	rno-miR-351-5p	mature_unique	5141	0.319
hsa-miR-103b	maturehomolog_unique	404	0.019	rno-let-7c-5p	mature_unique	5023	0.312
rno-miR-423-3p	mature_unique	398	0.019	rno-miR-28-3p	mature_unique	4798	0.298
rno-miR-378a-3p	mature_unique	391	0.019	chr2_181395394_181395545	newMicroRNA_genome	3728	0.231
chr3_118996576_118996714	newMicroRNA_homolog	389	0.019	rno-miR-30c-5p	mature_unique	3643	0.226
chr10_20694998_20695142	newMicroRNA_homolog	389	0.019	rno-miR-16-5p	mature_unique	3389	0.210
chr19_25667395_25667479	newMicroRNA_fastgenome	389	0.019	chr2_181395424_181395508	newMicroRNA_fastgenome	3346	0.208
rno-miR-320-3p	mature_unique	372	0.018	chr19_25638547_25638840	newMicroRNA_genome	3206	0.199
chr15_50842920_50843068	newMicroRNA_genome	358	0.017	chr8_44518661_44518763	newMicroRNA_homolog	2946	0.183
rno-miR-21-5p	mature_unique	341	0.016	rno-miR-125b-5p	mature_unique	2753	0.171
chr10_74864475_74864611	newMicroRNA_genome	333	0.016	rno-miR-3588	mature_unique	2703	0.168
chr10_76049262_76049384	newMicroRNA_genome	325	0.015	chr11_78139638_78139790	newMicroRNA_homolog	2644	0.164
chr10_76049282_76049366	newMicroRNA_fastgenome	320	0.015	chr11_78139668_78139752	newMicroRNA_fasthomolog	2644	0.164
chr5_137468994_137469092	newMicroRNA_genome	319	0.015	ppy-miR-151b	maturehomolog_unique	2623	0.163
rno-miR-181c-5p	mature_unique	305	0.015	rno-miR-100-5p	mature_unique	2588	0.161
bta-miR-2340	maturehomolog_unique	304	0.014	rno-miR-3586-3p	mature_unique	2572	0.160
rno-miR-106b-3p	mature_unique	300	0.014	hsa-miR-148a-3p	maturehomolog_unique	2551	0.158
rno-miR-3557-5p	mature_unique	300	0.014	chr19_25638578_25638661	newMicroRNA_fastgenome	2535	0.157
chr12_17608366_17608479	newMicroRNA_genome	291	0.014	chr5_172897165_172897291	newMicroRNA_genome	2432	0.151
chr12_17608379_17608463	newMicroRNA_fastgenome	291	0.014	rno-miR-151-5p	mature_unique	2427	0.151
rno-miR-103-3p	mature_unique	288	0.014	rno-miR-429	mature_unique	2358	0.146
chr3_18651980_18652124	newMicroRNA_genome	264	0.013	rno-miR-141-3p	mature_unique	2308	0.143
rno-miR-143-3p	mature_unique	243	0.012	chr1_95595998_95596190	newMicroRNA_genome	2214	0.137
rno-miR-181b-5p	mature_unique	243	0.012	chr1_95596079_95596160	newMicroRNA_fastgenome	2214	0.137
chr15_99853725_99853834	newMicroRNA_genome	234	0.011	rno-miR-27a-3p	mature_unique	2197	0.136
rno-miR-328a-3p	mature_unique	226	0.011	rno-miR-146a-5p	mature_unique	2142	0.133
rno-miR-17-5p	mature_unique	225	0.011	rno-miR-150-5p	mature_unique	2075	0.129
cgr-miR-1285	maturehomolog_unique	222	0.011	chr9_73734035_73734173	newMicroRNA_genome	1968	0.122
chr2_255655012_255655108	newMicroRNA_genome	221	0.011	chr11_16397521_16397651	newMicroRNA_homolog	1963	0.122
rno-miR-192-5p	mature_unique	210	0.010	chr11_78139643_78139779	newMicroRNA_genome	1940	0.120
chrX_139741405_139741553	newMicroRNA_genome	208	0.010	chr11_78139668_78139752	newMicroRNA_fastgenome	1937	0.120
hsa-miR-3184-5p	maturehomolog_unique	205	0.010	chr13_77910750_77910898	newMicroRNA_homolog	1889	0.117
chr1_209040238_209040380	newMicroRNA_genome	192	0.009	chr13_77910785_77910868	newMicroRNA_fasthomolog	1889	0.117
chr18_57625094_57625241	newMicroRNA_genome	188	0.009	rno-miR-99a-5p	mature_unique	1817	0.113
bta-miR-2487	maturehomolog_unique	187	0.009	rno-miR-29a-3p	mature_unique	1789	0.111
rno-let-7d-3p	mature_unique	182	0.009	chr9_22142881_22142971	newMicroRNA_fastgenome	1760	0.109
chr19_25667542_25667672	newMicroRNA_genome	179	0.009	rno-miR-378a-3p	mature_unique	1752	0.109
chr1_251558040_251558146	newMicroRNA_genome	177	0.008	rno-miR-24-3p	mature_unique	1750	0.109
rno-miR-146b-5p	mature_unique	175	0.008	rno-miR-26b-5p	mature_unique	1743	0.108
bta-miR-2898	maturehomolog_unique	169	0.008	rno-miR-21-5p	mature_unique	1699	0.105
chr1_95595998_95596190	newMicroRNA_genome	168	0.008	bta-miR-3604	maturehomolog_unique	1692	0.105
rno-miR-142-5p	mature_unique	168	0.008	chr10_74864475_74864611	newMicroRNA_genome	1682	0.104
rno-miR-181d-5p	mature_unique	166	0.008	rno-let-7b-5p	mature_unique	1671	0.104
chr1_95596079_95596160	newMicroRNA_fastgenome	164	0.008	chr9_22142873_22142980	newMicroRNA_genome	1663	0.103
rno-miR-148b-3p	mature_unique	164	0.008	rno-miR-200b-3p	mature_unique	1616	0.100
rno-miR-3586-3p	mature_unique	162	0.008	chr5_172898998_172899090	newMicroRNA_genome	1609	0.100
rno-miR-144-5p	mature_unique	161	0.008	rno-miR-186-5p	mature_unique	1563	0.097
rno-miR-99b-5p	mature_unique	161	0.008	rno-miR-25-3p	mature_unique	1555	0.097
rno-miR-128-3p	mature_unique	161	0.008	rno-miR-30e-5p	mature_unique	1546	0.096
rno-miR-150-5p	mature_unique	159	0.008	rno-miR-101a-3p	mature_unique	1450	0.090
rno-miR-151-5p	mature_unique	153	0.007	rno-miR-192-5p	mature_unique	1434	0.089
chr8_116727221_116727334	newMicroRNA_genome	150	0.007	chr3_57340837_57340983	newMicroRNA_genome	1427	0.089
rno-miR-144-3p	mature_unique	149	0.007	chr3_57340843_57340973	newMicroRNA_homolog	1403	0.087
rno-miR-26b-5p	mature_unique	147	0.007	rno-miR-199a-3p	mature_unique	1381	0.086
rno-miR-425-5p	mature_unique	142	0.007	rno-miR-34c-5p	mature_unique	1319	0.082
chr19_35122527_35122673	newMicroRNA_genome	134	0.006	chr8_54422016_54422156	newMicroRNA_genome	1279	0.079
chr1_56486961_56487047	newMicroRNA_fastgenome	132	0.006	chr8_54422050_54422129	newMicroRNA_fastgenome	1277	0.079
rno-miR-10a-5p	mature_unique	131	0.006	chr1_209040238_209040380	newMicroRNA_genome	1256	0.078
chr10_62782728_62782812	newMicroRNA_fasthomolog	129	0.006	chr3_18651980_18652124	newMicroRNA_genome	1249	0.078
hsa-miR-1303#ptr-miR-1303	maturehomolog_unique	128	0.006	rno-miR-181b-5p	mature_unique	1183	0.073
chr1_219153600_219153686	newMicroRNA_genome	127	0.006	chr10_67078689_67078839	newMicroRNA_homolog	1163	0.072
chrX_35821301_35821427	newMicroRNA_genome	123	0.006	chr10_67078715_67078809	newMicroRNA_fasthomolog	1158	0.072
rno-miR-652-3p	mature_unique	122	0.006	rno-miR-3557-5p	mature_unique	1156	0.072
chr8_113614814_113614902	newMicroRNA_fastgenome	112	0.005	rno-miR-423-3p	mature_unique	1150	0.071
chr8_113614807_113614909	newMicroRNA_genome	112	0.005	rno-miR-127-3p	mature_unique	1133	0.070
chr3_118996605_118996685	newMicroRNA_fasthomolog	112	0.005	rno-miR-23b-3p	mature_unique	1052	0.065
rno-miR-101a-3p	mature_unique	102	0.005	rno-let-7e-5p	mature_unique	1020	0.063
rno-miR-484	mature_unique	97	0.005	chr5_172899003_172899082	newMicroRNA_fastgenome	1019	0.063

These microRNAs showed more than 100 and ~1000 reads in blood and lung of the control rats respectively. Read count and percentage of the reads of individual microRNA in the sum of top 113 are also provided.

**Table 3:** A comparison of the profile of the most abundant microRNA in blood and lung found in the current study compared to those of Spornraft *et al*. and Caruso *et al*.

Most highly expressed (top20) miRNA											
Current study						Previous studies 16,17					
rat blood	read counts (n = 6)	% top 20	rat lung	read counts (n = 6)	% top 20	bovine blood	rpm^16^ (n = 9)	% top 10	male rat lung	absolute levels^17^(n = 5)	% top 20
rno-miR-486-5p	1940840	94.91	rno-miR-143-3p	174207	28.57	bta-miR-451	74917	27.5	rno-miR-26a	11526	10.1
rno-miR-92a-3p	23299	1.14	rno-miR-10a-5p	84796	13.91	bta-miR-486	58400	21.4	rno-miR-126	11056	9.7
rno-miR-191a-5p	21565	1.05	rno-miR-26a-5p	36273	5.95	bta-miR-25	40788	15	rno-let-7a	9747	8.5
rno-miR-16-5p	9957	0.49	rno-miR-30a-5p	35274	5.79	bta-miR-92a	38089	14	rno-let-7c	8762	7.7
rno-miR-3596a	7150	0.35	rno-miR-3596a	32088	5.26	bta-miR-191	13807	5.1	rno-let-7f	8290	7.2
rno-miR-25-3p	6881	0.34	rno-miR-99b-5p	28132	4.61	bta-let-7i	11134	4.1	rno-let-7b	7268	6.4
rno-miR-26a-5p	6610	0.32	rno-miR-486-5p	27940	4.58	bta-miR-185	9136	3.4	rno-miR-23b	6669	5.8
rno-miR-451-5p	4558	0.22	rno-let-7f-5p	24028	3.94	bta-miR-339a	8965	3.3	rno-miR-23a	6618	5.8
rno-let-7i-5p	3874	0.19	rno-miR-126a-5p	22723	3.73	bta-miR-26a	8823	3.2	rno-let-7d	6525	5.7
rno-miR-181a-5p	3794	0.19	rno-miR-181a-5p	20558	3.37	bta-miR-21-5p	8364	3.1	rno-miR-145	4950	4.3
rno-let-7f-5p	3021	0.15	rno-miR-146b-5p	17794	2.92				rno-let-7i	4293	3.8
rno-let-7c-5p	2780	0.14	rno-miR-22-3p	16162	2.65				rno-miR-30c	4085	3.6
rno-miR-151-3p	2393	0.12	rno-miR-125a-5p	15567	2.55				rno-miR-16	4051	3.5
rno-miR-27b-3p	2224	0.11	rno-miR-30d-5p	13955	2.29				rno-miR-30b-5p	3716	3.2
rno-let-7a-5p	1291	0.06	rno-miR-191a-5p	12568	2.06				rno-miR-125b-5p	3117	2.7
rno-let-7b-5p	1112	0.05	rno-miR-126a-3p	11732	1.92				rno-miR-195	3062	2.7
rno-miR-30a-5p	1041	0.05	rno-miR-27b-3p	10674	1.75				rno-let-7e	2978	2.6
rno-miR-140-3p	876	0.04	rno-miR-92a-3p	9513	1.56				rno-miR-24	2724	2.4
rno-miR-186-5p	812	0.04	rno-miR-151-3p	8838	1.45				rno-miR-26b	2709	2.4
rno-let-7d-5p	809	0.04	rno-let-7i-5p	6882	1.13				rno-miR-29a	2271	2.0

In the study of Spornraft *et al*.^16^, read counts were presented in reads per million (rpm) and n = 9; in the study of Caruso *et al*.^17^, counts were presented as absolute levels and n = 5; in the current study, total read counts were shown and n is 6 libraries, each of which included pooled RNA from 3 rats.

**Table 4:** Number of microRNA changed after radiation.

# of miRNA changed after radiation (p < 0.05)									
		↑				↓			
		1w	2w	3w	4w	1w	2w	3w	4w
Lung	1w	**62**	11	5		**40**	10	11	1
	2w	11	**24**	1	1	10	**16**	6	1
	3w	5	1	**22**	2	11	6	**64**	5
	4w		1	2	**4**	1	1	5	**8**
Blood	1w	**2**	1			**3**	1	1	1
	2w	1	**13**			1	**3**	1	1
	3w			**5**	3	1	1	**15**	7
	4w			3	**5**	1	1	7	**10**

↑ : increase after radiation; ↓ : decrease after radiation. w: week. p < 0.05 radiated vs. non-irradiated control. Egs: 62 microRNAs were found to be increased 1week after radiation in lung; 11 of the 62 were also increased at 2 weeks after radiation in lung, 5 of the 62 were also increased 3 weeks after radiation in lung. 24 microRNAs were found to be increased in lung at 2 weeks after radiation, of them 11 was also increased at 1week, as mentioned above, and 1 microRNA was also increased at 3 weeks, and 1 also increased at 4 weeks.

How the deposited data were processed for this re-analysis (not part of the article)

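Small RNA libraries from whole blood and lung of female WAG/RijCmcr rats were used, 18 per tissue, in 6 groups of 3 libraries. The groups are 0 Gy at 1 week, 0 Gy at 4 weeks and 15 Gy to the whole thorax at 1, 2, 3 and 4 weeks. The paper states that each library pools RNA of 3 rats, which makes 9 rats per group, while the labels give 3 rats per group. The replicates of a group are taken as pools of separate rats, as the paper states.

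The authors removed adapters, trimmed bases of low quality, mapped reads to miRBase with Bowtie, removed reads of other RNA classes and predicted new miRNAs from the reads left over with miRanalyzer. The submitters' notes name Bowtie 1.1.1, Trim Galore 0.2.5 and the genome build rn4. The deposited table holds the authors' raw read counts, whole numbers, for 947 miRNAs in 36 libraries, and no count was altered here. Of these miRNAs, 458 are mature rat miRNAs, 116 are homologs of miRNAs of other species and 373 are listed as new, with genome coordinates as names. Total counts per library ran from 1156407 to 2340177 in blood and from 8132 to 3807051 in lung. No genome sequence or annotation of rn4 was used here. Supplementary Table 1 holds the same counts, except that the columns of 0 Gy 1 week replicate 1 and 15 Gy 1 week replicate 2 in blood stand under each other's library number, and it puts miR-486-5p in another class. The labels of the deposited table were followed, and the exchange was run as an alternative.

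Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. The libraries of a tissue were fitted together. Low counts were removed with filterByExpr of edgeR, which left 289 miRNAs in blood, 499 in lung and 576 in the fit of both tissues. Counts were scaled with TMM and tested with the quasi-likelihood test, with Benjamini-Hochberg adjustment over all miRNAs tested and a threshold of 0.05. Weeks 1 and 2 were compared with 0 Gy at 1 week, and weeks 3 and 4 with 0 Gy at 4 weeks. The paper names the control for 2 weeks in blood, and its text does not name it for the other weeks. The other comparisons were 0 Gy at 4 weeks against 0 Gy at 1 week, all 15 Gy against all 0 Gy groups, and the change at 2 weeks in blood minus that in lung. The standard error of a log2 fold change is its size over the root of the F value, and its 95% interval is 1.96 standard errors to each side. Levels are CPM, counts scaled to the library total, after TMM scaling, with the SD over libraries. Exact permutation tests were two-sided, on log2 CPM with a pseudocount of 1. Where a group was at 0, folds are bounds against a floor of 3 counts over the group. Floors cover counting error only, since PCR reads are not independent molecules.

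Lists of miRNAs were fixed before the data were examined, for red cells, lymphocytes, myeloid cells and leukocytes, platelets, the miR-17-92 and related clusters, let-7, endothelium, lung epithelium, ciliated cells, smooth muscle, mesenchyme, heart and skeletal muscle, liver, p53 targets, fibrosis and inflammation, for the 9 miRNAs of Fig. 2a and for the other miRNAs the paper names. Their names were checked against Supplementary Table 1, of which some first values had then been seen. Lists were tested with camera at a preset correlation of 0.01 and with an estimated one, and their members were also adjusted over the list alone. The adjusted p of camera is over the lists within a comparison, not over all 203 pairs of list and comparison tested. The miRNAs named in the text were set by a rule made before the data were examined. The rule takes the 10 largest rises and falls of known rat miRNAs past the threshold, or the 5 smallest p where fewer than 5 pass, the members of the lists and each miRNA the paper names. It takes new miRNAs only among the 10 most abundant or the 3 smallest p of a comparison. Values of the paper's tables had been seen by then. miRNAs named outside this rule are the shared ones, the new miRNA on chromosome 10, those called by DESeq2 or among known miRNAs only, and those whose counts follow a new miRNA, which were chosen after their values were seen.

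Alternatives set before the data were examined were no filter or the paper's abundance limits (above 100 in blood and 1000 in lung, here for means over all libraries of the tissue, in the paper for control rats), scaling by RLE size factors, by library totals and by miR-191a-5p, DESeq2 1.42.0, unadjusted p, known rat miRNAs only, pooled or exchanged control groups, only the groups compared, miR-486-5p left out, lung libraries under 0.1 of the median depth left out, a replicate block and each replicate left out in turn. Added after the data were seen were the exchange or removal of the 2 blood libraries in doubt, with edgeR and with DESeq2, and the log depth as a covariate in lung. Other splits of the libraries were tested for each comparison, and shared controls were simulated with 100 sets of unchanged counts. The test was also run on simulated data with known changes. Replicates within a group differed by far more than sampling noise (chi-square per degree of freedom of at least 42.2 in blood and 30.1 in lung), so that no library was counted as a repeat of another. RT-qPCR, blood cell counts and pathway analysis were not analysed here.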

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

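All tests of explanations below were chosen only after the result was seen, except the test of miR-486-5p on miR-150-5p and the splits of the libraries.

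miR-150-5p, a miRNA of lymphocytes, fell in blood over all weeks after 15 Gy, and the new miRNA on chromosome 1, whose counts follow it at a median ratio of 1.10 in blood, fell with it (-2.40, SE 0.42, adjusted p = 0.00614 from edgeR), a new miRNA that the paper lists by abundance and does not discuss. An exchange of the 2 blood libraries in doubt does not account for it. Without both, the log2 fold change of miR-150-5p was -2.81 (SE 0.44, adjusted p = 0.00277 from edgeR), and with them exchanged -2.33 (adjusted p = 0.0127). Neither does the share of miR-486-5p, since without it and with the other counts scaled by their totals the value was -2.60 (SE 0.49, adjusted p = 0.00988 from edgeR). Fewer lymphocytes may be the cause, but the other tested lymphocyte miRNAs had a median of 0.0295, with miR-146a-5p at 0.74 (SE 0.41) and miR-342-3p at -0.68 (SE 0.32), and since they go apart this stays open. Of 100 splits of the blood libraries, the real one included, 6 called at least the 3 miRNAs of the real one and the highest other called 20, so that chance is not excluded for the count.

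Many new miRNAs have counts that follow a known miRNA. In the 16 lung libraries of ordinary depth, 42 of 60 new miRNAs with counts in every library (70%) kept a nearly constant ratio to one of 34 known miRNAs (SD of the log2 ratio under 0.15, ratio within 1.5-fold), against 10 of 116 known miRNAs (8.62%). This is consistent with reads counted in more than 1 place, and these 42 hold 40.7% of the lung counts. Of 99 new miRNAs with a mean over 100 counts in lung, 39 were at 0 in at least 1 of these libraries, against 0 of 116 known ones, which suggests that new miRNAs were predicted separately in each library. The new miRNA on chromosome 19 that follows miR-27a-3p had a fitted log2 fold change of 4.52 over all weeks in blood and of 9.97 in blood minus lung at 2 weeks, fits that depend on the prior count and are no bounds. A response to irradiation is excluded as its cause, since its lowest count in unirradiated blood at 4 weeks was 58, and its 3 libraries at 0 held 128 counts of miR-27a-3p (median ratio of 1.66 in the other blood libraries).

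The ratio of deposited counts to the reads of the paper's Table 1 was 0.491 to 0.518 in 13 blood libraries and in 0 Gy 1 week replicate 1, and lay outside in 0 Gy 1 week replicates 2 (0.631) and 3 (0.391) and in 15 Gy 1 week replicates 1 (0.418) and 2 (0.646). Of 120 assignments of these 5 columns to the library numbers, 2 put every ratio in range, and both place the column labelled 0 Gy 1 week replicate 1 at 15 Gy 1 week and that labelled 15 Gy 1 week replicate 2 at 0 Gy 1 week. This is consistent with library numbers that do not match between the deposited columns and Table 1, and the ratios do not tell which of these is in error. Counts of some miRNAs go with the deposited labels. The new miRNA on chromosome 19 was at 0 in the 3 libraries labelled 0 Gy 1 week and in no other of blood. It had 19 counts in 15 Gy 1 week replicate 2. miR-150-5p had 71 counts in 0 Gy 1 week replicate 1. It had 20 in 15 Gy 1 week replicate 2, beside 25 and 30 in replicates 1 and 3. This rests on the fall of miR-150-5p after 15 Gy, which held without these 2 libraries (-2.81, SE 0.44). The counts are unscaled, and the doses overlap in them. miR-150-5p had 44 counts in 0 Gy 4 week replicate 2 and 128 in 15 Gy 4 week replicate 2. The principal components go both ways. In them, 0 Gy 1 week replicate 1 (-5.81, 9.55) lies by replicate 2 (-6.55, 9.78), though also by 15 Gy 2 week replicate 3 (-6.19, 9.58). Likewise, 15 Gy 1 week replicate 2 (7.64, -7.91) lies by replicate 3 (11.2, -7.59). But 0 Gy 1 week replicate 3 (20.6, 5.18) lies far from the rest of its group. And 15 Gy 1 week replicate 1 (-0.67, 5.89) lies nearer to 0 Gy 1 week replicate 1 than to the rest of its own group. It stays open whether any library is in the wrong group. Reads counted in more than 1 place are excluded as the cause, since new miRNAs held at most 1.49% of the counts in the 2 libraries with the highest ratios, and no biological explanation was tested.

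The change at 2 weeks differed between blood and lung for miR-142-3p (2.09, SE 0.83) and miR-142-5p (2.21, SE 0.85) when adjusted over the myeloid list alone, but not over all miRNAs in edgeR. Both are miRNAs of Fig. 2a, which the study chose on these blood libraries, so this is not independent evidence. Among 6 control libraries of blood, 0 Gy 4 week replicate 1 lay apart in log2 CPM of miR-92a-3p, at 12.99 against 13.72 to 14.10. Among those of lung, 0 Gy 4 week replicate 2 lay apart in miR-92a-3p, at 13.30 against 11.97 to 12.43. Lung 0 Gy 1 week replicate 3, with 11621 counts, lay apart in miRNAs with counts (216 against 625 to 751), percent of counts in new miRNAs (32.2 against 49.5 to 54.7), miR-144-5p (0.69 against 2.93 to 4.01), miR-142-3p (0.69 against 4.66 to 5.55), miR-340-5p (0.69 against 3.44 to 4.90) and miR-30e-5p (7.76 against 9.28 to 10.07). The value of 0.69 is the floor that the prior count sets for 0 counts at this depth, so that these 3 values show the depth of the library and nothing about the miRNAs, and the number of miRNAs with counts depends on depth too. Chance alone sets a library apart in about 1 of 20 groups of values.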

How the results depend on the processing

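The exchange or removal of the 2 blood libraries in doubt, the depth covariate and the report of the inflammation list as a result of its own were chosen only after the results were seen, and all other alternatives were set before the data were examined. Of 1487 values of 69 named log2 fold changes under the alternatives, 1376 kept their direction and side of the threshold, 53 passed it newly, 2 no longer did and 56 reversed, 47 of them where the value as reported lay within 1 SE of 0. With RLE size factors, without a filter, without miR-486-5p and without the lung libraries of very low depth, no count of calls moved by more than 1.5 times. In lung, 2 libraries hold 11621 and 8132 counts. In each case below the cause was not tested, unless fewer miRNAs or libraries in a test show it. A count is of miRNAs called.

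At unadjusted p under 0.05 the counts in blood were 18, 34, 43 and 22 at weeks 1 to 4, 12 between controls, 47 over all weeks and 26 in 2 or more weeks. In lung they were 52, 26, 39 and 48 at weeks 1 to 4, 36 between controls, 45 over all weeks and 34 in 2 or more weeks, and 39 for blood minus lung. DESeq2 called 6, 11, 4 and 4 in blood, 2 between controls, 29 over all weeks and 5 in 2 or more weeks. It called 6, 6, 4 and 11 in lung, 6 between controls, 6 over all weeks and 6 in 2 or more weeks, and 3 for blood minus lung. With the paper's abundance limits applied to means over all libraries of a tissue, where the paper takes control rats, blood had 0 at weeks 1 and 2, 0 between controls, 0 over all weeks and 0 in 2 or more weeks. These limits removed all 3 miRNAs called in blood, miR-150-5p among them, before the test. With known rat miRNAs only, blood had 0 at weeks 1 and 2, 0 between controls and 0 in 2 or more weeks, lung had 6 at week 1 and 4 at week 4, and blood minus lung had 0. With both controls pooled, blood had 1 at week 3 and 1 at week 4, and lung had 2 at week 1. With the other control group, blood had 0, 0, 2 and 1 at weeks 1 to 4. With only the groups compared, blood had 0 at week 1 and 2 at week 3, and lung had 1 at week 4. With log depth as a covariate, lung had 1 at week 1, miR-338-3p (-2.49, adjusted p = 0.0174 from edgeR). Over all weeks in blood, scaling by library totals gave 1 and scaling to miR-191a-5p gave 1, and miR-150-5p was then at -1.87 (adjusted p = 0.115) and -2.325 (adjusted p = 0.0702). Over its 30 alternatives, miR-150-5p over all weeks in blood ran from -2.81 to -1.83, and 28 passed the threshold. Of the lists, 1 in place of 2 passed camera with an estimated correlation.

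With the 2 blood libraries in doubt exchanged, blood had 0 at weeks 1 and 2, 0 between controls, 9 over all weeks (3 up, 6 down) and 0 in 2 or more weeks, and blood minus lung had 0. With DESeq2 as well, blood had 5, 35, 13 and 3 at weeks 1 to 4, 0 between controls, 47 over all weeks and 7 in 2 or more weeks. Without both libraries, edgeR called 2 at week 1 and 14 over all weeks, and DESeq2 5, 33, 7 and 3 at weeks 1 to 4, 3 between controls, 32 over all weeks and 8 in 2 or more weeks.

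Leaving out each replicate in turn gave 1 to 2 in blood at week 1 (2 without 15 Gy 1 week replicate 2), 1 to 1 at week 2, 0 to 1 at week 3 (1 without 15 Gy 3 week replicate 1), 0 to 0 at week 4, 1 to 1 between controls and 1 to 1 in 2 or more weeks. Over all weeks in blood it gave 3 to 10 (10 without 0 Gy 1 week replicate 1, 5 without 15 Gy 1 week replicate 2). In lung every comparison stayed at 0, and blood minus lung at 1. The adjusted p of camera for the inflammation list in lung at 4 weeks was 0.000176 to 0.0595 (0.0595 without 15 Gy 4 week replicate 1). Under the other alternatives it ran from 0.0002 to 0.0412.

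For the abundance in control rats, the share of miR-486-5p in blood was 90.8% (without Blood 0 Gy 1 week replicate 3) to 92.1% (without Blood 0 Gy 1 week replicate 1) with a replicate left out.

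Neither the paper nor the labels give the replicate numbers a meaning. Of the correlations between libraries of the same number, 8 of 15 in blood and 5 of 15 in lung were above 0.1. In 1 comparison, lung at 2 weeks, all 3 were (0.180 to 0.290), and 2 of its 3 libraries correlated best with their own number, so that pairing stays open there. With replicate number as a block, edgeR called 1, 1, 0 and 0 in blood at weeks 1 to 4, 1 between controls, 3 over all weeks and 1 in 2 or more weeks, 0 in each lung comparison and 1 for blood minus lung, and the inflammation list had an adjusted p of 0.00162 from camera. With the block, lung at 2 weeks reversed for miR-150-5p (0.000624), miR-19a-3p (-0.0872) and miR-142-5p (-0.0699).

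Directions reversed in blood at 2 weeks with scaling by library totals, which moved the median of all miRNAs from 0.05 to 1.17, for miR-92a-3p (0.16), miR-92b-3p (0.0307), miR-18a-3p (0.00782), miR-484 (0.27), miR-99b-5p (0.30) and miR-191a-5p (1.11). miR-191a-5p also reversed without a filter (0.0770), and with a replicate left out ran from -0.149 to 0.0396. miR-122-5p in blood at 1 week reversed with the 2 libraries exchanged (-1.65, and -1.63 with DESeq2), miR-146b-5p in lung over all weeks with scaling to miR-191a-5p (-0.0738), and miR-375-3p in lung at 4 weeks with the other control group (0.0930).

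In lung at 2 weeks, values near 0 changed sign under many settings. miR-142-5p (0.02 as reported) was at -0.175 with RLE size factors, -0.405 with library totals, -0.541 with scaling to miR-191a-5p, -0.202 without a filter, -0.171 in DESeq2, -0.0232 with known rat miRNAs only, -0.125 with only the groups compared and -0.129 without the libraries of very low depth. With a replicate left out it ran from -0.288 to -0.0403. miR-144-5p (0.07 as reported) was at -0.0730 with RLE size factors, -0.215 with library totals, -0.139 with scaling to miR-191a-5p, -0.0550 without a filter, -0.187 in DESeq2, -0.0121 with the other control group and -0.0574 without the libraries of very low depth. With a replicate left out it ran from -0.555 to 0.686. miR-19a-3p (0.04 as reported) was at -0.111 with RLE size factors, -0.240 with library totals, -0.177 with scaling to miR-191a-5p, -0.0653 without a filter, -0.277 in DESeq2, -0.484 with both controls pooled, -1.01 with the other control group and -0.0848 without the libraries of very low depth. With a replicate left out it ran from -0.208 to 0.0666. miR-150-5p (-0.01 as reported) was at 0.0418 with both controls pooled and 0.0971 with the other control group, and ran from -0.523 to 0.170 with a replicate left out. miR-144-3p ran from -0.0445 to 0.588 with a replicate left out.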

Differences from the paper's values

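The alternative with the 2 blood libraries exchanged was chosen only after the result was seen. The heading of the paper's Table 4 gives p under 0.05, and its methods give Benjamini-Hochberg adjustment in all tests. The counts here are at an adjusted p under 0.05 from edgeR, unless said otherwise.

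For miRNAs up in lung the paper gives 62, 24, 22 and 4 at weeks 1 to 4, and edgeR gave 0, 0, 0 and 0. For miRNAs down in lung the paper gives 40, 16, 64 and 8, and edgeR gave 0, 0, 0 and 0. For miRNAs up in blood the paper gives 2, 13, 5 and 5, and edgeR gave 1, 1, 0 and 0. For miRNAs down in blood the paper gives 3, 3, 15 and 10, and edgeR gave 0, 0, 0 and 0. Of the alternatives set before the data were examined, unadjusted p under 0.05 came within 1.5 times of the paper's value for 3 of these 16 counts, lung up at week 2 (24), blood up at week 2 (13) and blood down at week 4 (10). DESeq2 did so for blood at week 1 (2 up and 4 down, against the paper's 2 and 3), and known rat miRNAs only for lung up at week 4 (3 against the paper's 4). RLE size factors, library totals, scaling to miR-191a-5p, no filter, the abundance limits, the block, pooled or other controls, only the groups compared, and the removal of miR-486-5p or of the lung libraries of very low depth did so for 0.

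For miRNAs up in lung at 2 time points the paper gives 11 for weeks 1 and 2, 5 for weeks 1 and 3, 1 for weeks 2 and 3, 1 for weeks 2 and 4 and 2 for weeks 3 and 4, and edgeR gave 0 for each. For miRNAs down in lung the paper gives 10 for weeks 1 and 2, 11 for weeks 1 and 3, 1 for weeks 1 and 4, 6 for weeks 2 and 3, 1 for weeks 2 and 4 and 5 for weeks 3 and 4, and edgeR gave 0 for each. In blood the paper gives 3 up for weeks 3 and 4, and edgeR gave 0. For miRNAs down in blood the paper gives 1 for weeks 1 and 2, 1 and 3, 1 and 4, 2 and 3, and 2 and 4 each, and 7 for weeks 3 and 4, and edgeR gave 0 for each. At unadjusted p under 0.05, blood down at weeks 3 and 4 (6 against the paper's 7) came within 1.5 times of the paper's value and the others did not. The other alternatives were not run on the overlaps by pair of weeks.

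The paper gives more than 1000 miRNAs with counts above 100 in lung of control rats, and 248 had a mean above 100 here. For this mean no alternative was set.

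In its statements, the paper finds more miRNAs changed in lung than in blood at 1, 2 and 3 weeks. By edgeR 0 passed in lung against 1, 1 and 0 in blood, at unadjusted p under 0.05 there were 52, 26 and 39 in lung against 18, 34 and 43 in blood, and by DESeq2 6, 6 and 4 in lung against 6, 11 and 4 in blood. It places most changes in lung at 1 week, as the unadjusted counts do (52, against 26 to 48 at the other weeks), while DESeq2 called most at 4 weeks (11). It places most changes of mature miRNAs in blood at 2 weeks, where the unadjusted counts of known miRNAs were 10 up and 11 down, and 9 up and 12 down at 3 weeks. It gives more total reads in lung than in blood, where the deposited counts sum to 22504433 in lung and 34242343 in blood. It gives 88% of reads mapped in lung, where the percents of its Table 1 have a mean of 76.6%.

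The paper selected the miRNAs of Fig. 2a on read counts, by a t test at p under 0.05 in its legend. That t test was not among the tests run here. None passed in edgeR, and 7 of the 9 had an unadjusted p under 0.05, all but miR-19a-3p and miR-340-5p. DESeq2 called miR-142-3p, miR-142-5p and miR-486-5p. With the 2 blood libraries exchanged, a setting chosen after seeing the values, DESeq2 also called miR-30e-5p, miR-340-5p and miR-92a-3p, and left out 3 of the 9, miR-144-3p, miR-144-5p and miR-19a-3p. It then called miR-21-5p as well, which is not among the 9. Of the 9, 7 were positive here in edgeR, and miR-486-5p and miR-92a-3p were negative.

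The counts printed in Fig. 2c match the deposited ones for 15 Gy at 2 weeks and for 0 Gy 1 week replicates 2 and 3. Its other control count matches that of 15 Gy 1 week replicate 2, 20 for miR-150-5p and 223 for miR-21-5p, in place of 71 and 767. The mean counts of Table 3 were the same after rounding for 18 of 20 miRNAs in lung and 0 of 20 in blood, where the ratio was 0.938 to 1.32. With the 2 blood libraries exchanged, a setting chosen after seeing the values, 19 of 20 were the same in blood.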

Other observations

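The removal or exchange of 2 blood libraries and the choice of the inflammation list among the lists were made only after the result was seen.

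In lung over all weeks, miR-183-5p of epithelium had a log2 fold change of 0.92 (SE 0.27) and passed when adjusted over the lung epithelial list alone, while edgeR called 0 over all miRNAs, with 28 up and 17 down at an unadjusted p under 0.05 and 6 calls by DESeq2. Of the miRNAs of mesenchyme, 6 were tested in lung and none passed at any week, with a median log2 fold change of 0.68 at 4 weeks (adjusted p = 0.143 from camera). The smooth muscle list (4 tested), the ciliated cell list (6 tested), the p53 targets (6 tested), the liver miRNAs (2 tested), the fibrosis list (10 tested) and the miR-17-92 clusters (11 tested) had no member past the test in lung at any week, nor when adjusted over the list alone. In blood at 1 week, miR-133a-3p of heart and skeletal muscle had a log2 fold change of 2.38 (SE 0.95) and over all weeks one of 1.43 (SE 0.58), and passed when adjusted over its list alone, in which it was the only one tested. Over all miRNAs it passed under 0 of 21 and 0 of 30 alternatives, over which it ran from 0.386 to 2.54 and from 0.592 to 1.89, with 0.42 (SE 1.05) and 0.59 (SE 0.65) in edgeR when the 2 blood libraries in doubt were exchanged. Over all weeks in blood, 2 of 13 members of the miR-17-92 clusters passed over the list alone, miR-18a-3p at -0.77 (SE 0.22) and miR-92a-3p at -0.65 (SE 0.21). So did 2 of 5 fibrosis miRNAs, miR-21-3p at 0.73 (SE 0.28) and miR-30a-5p at 0.56 (SE 0.21). Of the other miRNAs the paper names, 10 were tested in blood at 2 weeks and 1 passed over the list alone, miR-150-5p (adjusted p = 0.997 from camera for the list).

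Between the control groups, lung at 4 weeks against 1 week had no call in edgeR, with 28 up and 8 down at an unadjusted p under 0.05 and 6 calls by DESeq2. miR-582-3p had a log2 fold change of 1.86 (SE 0.57), miR-375-3p one of 1.57 (SE 0.51) and miR-143-3p one of 1.37 (SE 0.53), at adjusted p of 0.568 from edgeR. In blood, only the new miRNA on chromosome 19 passed, with 9 up and 3 down at an unadjusted p under 0.05. miR-193-3p had a log2 fold change of 1.51 (SE 0.53) and miR-24-3p one of 0.81 (SE 0.35), at adjusted p of 0.961 from edgeR.

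Other splits of the libraries were counted for each comparison, and each number of splits below includes the real one. For those of 3 against 3 libraries, 10 splits are too few for a share under 0.05. The real counts and the highest others were 1 and 2 in blood at 1 week, where 2 of the splits called at least 1, and 1 and 0 at 2 weeks. They were 0 and 0 in blood at 3 and 4 weeks, 0 and 0 in lung at 1, 3 and 4 weeks, 0 and 2 in lung at 2 weeks, and 0 and 6 between the lung controls. Between the blood controls the real count was 1 and 3 of the splits called at least 1. The highest other was 19, for 0 Gy 1 week replicates 1 and 2 with 0 Gy 4 week replicate 2 against the rest, which points to a structure of the samples apart from the groups. Over all weeks in lung the real count was 0, so that all 100 splits called as many, and the highest other was 7. For blood minus lung at 2 weeks, 13 of 100 splits called at least the 1 of the real one, with 2 as the highest other, so that chance is not excluded. For the inflammation list in lung at 4 weeks, the p of camera was 0.000132 in the real split and 0.00559 at the lowest of the others, again with 10 splits.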
